# An Integrative Omics Approach Reveals Involvement of *BRCA1* in Hepatic Metastatic Progression of Colorectal Cancer

**DOI:** 10.3390/cancers12092380

**Published:** 2020-08-22

**Authors:** Daniela Gerovska, Gorka Larrinaga, Jon Danel Solano-Iturri, Joana Márquez, Patricia García Gallastegi, Abdel-Majid Khatib, Gereon Poschmann, Kai Stühler, María Armesto, Charles H. Lawrie, Iker Badiola, Marcos J. Araúzo-Bravo

**Keywords:** colorectal cancer, liver metastasis, tumor microenvironment, tissue microarray, transcriptomics, miRNAs, proteomics, BRCA1, BRCA1-associated genome surveillance complex

## Abstract

(1) Background & Aims: The roles of different cells in the tumor microenvironment (TME) are critical to the metastatic process. The phenotypic transformation of the liver cells is one of the most important stages of the hepatic metastasis progression of colorectal cancer (CRC). Our aim was to identify the major molecules (i.e., genes, miRNAs and proteins) involved in this process. (2) Methods: We isolated and performed whole-genome analysis of gene, miRNA, and protein expression in three types of liver cells (Ito cells, Kupffer cells, and liver sinusoidal endothelial cells) from the TME of a murine model of CRC liver metastasis. We selected the statistically significant differentially expressed molecules using the Student’s t-test with Benjamini-Hochberg correction and performed functional statistically-significant enrichment analysis of differentially expressed molecules with hypergeometric distribution using the curated collection of molecular signatures, MSigDB. To build a gene-miRNA-protein network centered in Brca1, we developed a software package (miRDiana) that collects miRNA targets from the union of the TargetScan, MicroCosm, mirTarBase, and miRWalk databases. This was used to search for miRNAs targeting *Brca1*. We validated the most relevant miRNAs with real-time quantitative PCR. To investigate BRCA1 protein expression, we built tissue microarrays (TMAs) from hepatic metastases of 34 CRC patients. (3) Results: Using integrated omics analyses, we observed that the *Brca1* gene is among the twenty transcripts simultaneously up-regulated in all three types of TME liver cells during metastasis. Further analysis revealed that *Brca1* is the last BRCA1-associated genome surveillance complex (BASC) gene activated in the TME. We confirmed this finding in human reanalyzing transcriptomics datasets from 184 patients from non-tumor colorectal tissue, primary colorectal tumor and colorectal liver metastasis of the GEO database. We found that the most probable sequence of cell activation during metastasis is Endothelial→Ito→Kupffer. Immunohistochemical analysis of human liver metastases showed the BRCA1 protein was co-localized in Ito, Kupffer, and endothelial cells in 81.8% of early or synchronous metastases. However, in the greater part of the metachronous liver metastases, this protein was not expressed in any of these TME cells. (4) Conclusions: These results suggest a possible role of the co-expression of BRCA1 in Ito, Kupffer, and sinusoidal endothelial cells in the early occurrence of CRC liver metastases, and point to BRCA1 as a potential TME biomarker.

## 1. Introduction

Colorectal cancer (CRC) is the third most common cancer amongst men in developed countries and the second most common amongst women [1]. Most CRCs occur on an existing polyp in the lining of the colon or rectum, which evolves into a malignant tumor. Malignant tumor cells enter the bloodstream and metastasize preferentially in the liver, which accounts for over 70% of metastatic CRC cases. The walls of hepatic sinusoids are lined by three cell types: liver sinusoidal endothelial cells (Es), known as LSECs, Kupffer cells (Ks), and hepatic stellate cells, formerly known as fat-storing, perisinusoidal, vitamin A-rich cells, lipocytes or Ito cells (Is).

Until recently, the treatment of liver metastases focused on fighting the tumor cells that had acquired metastatic capabilities, but this trend has been altered to some extent thanks to the findings related to the tumor microenvironment (TME) rationale [2], based on the “seed and soil” theory [3] whereby tumor cells act upon the cells of the receiving organ, which in turn modulate their phenotype to produce an environment conducive to tumor progression. During tumor development, cancer cells secrete molecular signals to the environment and change the phenotype of the surrounding cells, creating new supporting tumor-survival and growth conditions [4].

It is well known in CRC that endothelial cells [5] and liver stellate cells [6,7] actively facilitate metastatic tumor cells to colonize and propagate in the liver. However, this phenomenon is not unidirectional: once activated, liver endothelial cells act upon the tumor cells to help transform them into phenotypes with stronger invasive and colonizing ability [5], creating a feedback loop containing a number of different cells.

To understand the liver TME network, we created a murine model of CRC liver metastasis and performed an integrative omics approach encompassing RNA and microRNA (miRNA) transcriptomics and proteomics data from Ito (I), Kupffer (K), and sinusoidal endothelial (E) cell populations of healthy control mice (C) and induced CRC, from which we collected the TME (T), the CRC primary (TP), and the tumor liver metastasis (TM) cells Figure 1A. We validated our findings at the protein level by constructing Tissue Microarrays (TMAs) of human 34 liver metastasis samples from patients with CRC.

## 2. Materials and Methods

### 2.1. Animals

Balb/c mice (6- to 8-week-old males) were obtained from Charles River Laboratories Spain SA (Barcelona, Spain). All procedures were approved by the Ethical Committee for Animal Experimentation of the University of the Basque Country (EHU/UPV) under the code CEEA/391/2015/BADIOLA ETXABURU in accordance with institutional, national and international guidelines regarding the protection and care of animal use for scientific purposes. Mice were kept in the animal facility of EHU/UPV and had access to standard chow and water ad libitum.

### 2.2. Colorectal Cancer Cells

Murine CRC C26 cells (ATCC, Manassas, VA, USA) syngeneic with Balb/c mice were grown under standard conditions in RPMI medium (Sigma-Aldrich; St. Louis, MO, USA) supplemented with 10% fetal bovine serum (FBS), penicillin (100 U/mL), streptomycin (100 mg/mL) and amphotericin B (0.25 mg/mL), all purchased from Life Technologies, Carlsbad, CA, USA.

### 2.3. Control and Tumor-Activated Hepatic Cell Isolation and Culture

Control and tumor-activated primary cultures of hepatic cells, LSECs, Ito cells and Kupffer cells were isolated from livers with CRC metastasis or from healthy controls. Balb/c mice were anesthetized with isofluorano and underwent surgical incisions on their left broadside. Mice were inoculated into the spleen at the incision sites using 2 × 10^6^ of C26 colon carcinoma cells. Control mice were inoculated with PBS. Fourteen days later, all mice were sacrificed, and the liver cells were removed and purified by differential centrifugation. In brief, the mice were perfused with Clostridium histolyticum collagenase P (Sigma-Aldrich; St. Louis, MO, USA) through the cava vein, and the obtained cell suspension was twice centrifuged, resulting in a parenchymal (PC)-enriched pellet and a non-PC-enriched supernatant. The non-PC-enriched supernatant was layered on Percoll gradients (25% on top of 50% *w/v*) to obtain LSECs and on Percoll gradients (33% on top of 50% *w/v*) to obtain Ito cells. After centrifugation, the interphase between the two density cushions was collected and contained purified non-PC enriched LSECs in the first gradient and Ito cells in the second one. Both solutions contained Kupffer cells, which were further separated by adherence assays. All cell fractions were washed and cultured with RPMI 1640 medium (Sigma-Aldrich; St. Louis, MO, USA) supplemented with 10% FBS and used in different experiments a maximum of 24 h after isolation (Life technologies, Carlsbad, CA, USA).

### 2.4. Omics Analysis

One-hundred ng of total RNA from each fraction was labeled and hybridized onto Agilent mouse RNA and miRNA microarrays, Release 18.0 (Agilent Technologies, Santa Clara, CA, USA) following the standard Agilent Protocol with RNA and miRNA Complete Labelling and Hybridization Kits, including Agilent RNA Spike-ins. Results were scanned using an Agilent Microarray Scanner G2565CA. Scanned TIFF image files were processed using Agilent Feature Extraction Software (v10.7.3.1) to extract the raw data. Proteomics analysis was performed via mass spectrometry as described previously [8]. Briefly, samples were shortly separated in a polyacrylamide gel, and proteins were reduced with dithiothreitol, alkylated with iodoacetamide, and digested with trypsin. After extraction, the peptides were finally resuspended in 0.1% trifluoroacetic acid. Approximately 500 ng of peptides were subsequently separated on an Ultimate 3000 rapid separation liquid chromatography system (Thermo Fisher Scientific, Dreieich, Germany) and analyzed on an Orbitrap Elite (Thermo Fisher Scientific, Dreieich, Germany) hybrid mass spectrometer. All omics data were normalized with the quantile method. PCA and the hierarchical clustering of genes and samples were performed with one minus correlation metric and the unweighted average distance linkage method. To find the statistically significant molecules and their GO enrichment, we used the method described previously [9] with the selection threshold θ*_DEG_*= θ*_DEM_*= 4, θ*_DEP_*= 2, and significance threshold α*_DEG_*= α*_DEM_*= α*_DEP_*= 0.001. For each mRNA sample, we used 4 biological replicates; for each miRNA sample 3 biological replicates, except 2 for ECs and KTs; for the proteomics data 9 biological replicates for ECs, 7 for ETs, 6 for ICs and ITs, and 5 for KCs and KTs.

### 2.5. miRNA Validation with miRNA RT-qPCR

The microarray data of three of the most relevant miRNAs were validated with real-time PCR (RT-qPCR) using a miRCURY LNATM Universal RT miRNA PCR system (Exiqon, Denmark), following the manufacturer’s instructions. Also, 50 ng of total RNA was used for cDNA synthesis using a Universal cDNA synthesis kit II (Exiqon, Denmark). cDNA was amplified in triplicate in a 7900 HT Fast Real Time System (Life Technologies, Carlsbad, CA, USA) using miRNA LNA primer sets for the specified miRNAs (Exiqon, Denmark) and ExiLENT SYBR^®^ Green master mix (Exiqon, Denmark). The expression of miRNAs was normalized to the *SNORD68* control gene, and the relative expression was calculated with the 2^−ΔΔCt^ method.

### 2.6. Protein-Gene Correlation Analysis

For each gene of the transcriptomics dataset, we selected the probe with the highest expression variance across all samples. We selected the gene and protein with the same official names. We used a robust regression technique [10] to estimate the fit of protein vs. gene expression.

### 2.7. Algorithm to Search for miRNAs Targeting Genes

To search for miRNA target genes, we developed software in MATLAB^®^ (MathWorks^®^), miRDiana that collects the union of mouse validated targets from the TargetScan [11], MicroCosm [12], mirTarBase [13] and miRWalk 2.0 [14] databases. Firstly, the software downloads each database and preprocesses by standardizing the miRNA and gene names. It strips the miRNA names from the species ids and converts the gene names to the official symbols of the National Center for Biotechnology Information (NCBI) database. Next, for each potential gene target, it calculates an incidence matrix with all the miRNAs of each database targeting such genes. Finally, it builds a consensus matrix with the cases of the appearance of each miRNA in the four analyzed miRNA databases.

### 2.8. Gene-miRNA-Protein Network Centered in Brca1

We applied our software to search for miRNAs targeting genes to search for miRNAs targeting *Brca1*. Gene-miRNA-protein networks were built for each control-TME sample using the gene expression of *Brca1* surrounded by three concentric rings to depict the expression miRNAs that target this gene, and in turn surrounded by the protein and gene expression of the genes targeted by these miRNAs. To reduce the number of genes in the outermost double ring, we selected genes with a difference of expression between ET and EC less than 0.3 on a log_2_ scale.

### 2.9. CRC Patients and Samples

All experiments in this study comply with the current Spanish and European Union legal regulations. Samples and data from patients were provided by the Basque Biobank for Research-OEHUN. All patients were informed and gave written consent for the use of their tissue in this project by signing a document approved by the Ethical and Scientific Committees of the Basque Country Public Health System (CEIC 11/51 and CEIC 18/37).

To build TMAs, paraffin-embedded liver metastases from 34 CRC patients were identified and collected from 28 males (mean age: 65.1 years) and 6 females (mean age: 64.7 years). Eleven of these samples presented with synchronous metastasis (i.e., they were detected in the moment of the first diagnosis (Stage IV)) and the remaining 23 cases had metachronous metastases with four patients diagnosed with Stage I, ten with Stage II, and nine with Stage III at the time of clinical presentation.

The TMAs were constructed using a Tissue Microarrayer Model MTA1 system using two 1.5 mm cores selected from areas of the tumor with high tumor/stroma ratios and avoiding necrotic islands. Immunohistochemical data were analyzed with SPSS 23.0 using χ^2^ test to assess the statistical significance of the differences of BRCA1 expression between different liver metastatic samples.

### 2.10. BRCA1 Immunostaining of TMA

TMAs were incubated during 20 min at 60 °C with antigen retrieval solution (Sigma, St. Louis, MO, USA), fixed in formaldehyde, blocked with goat serum, and incubated at 4 °C for 8 h with different antibodies to detect each cell type: LSECs with mouse anti-CD146 antibody (ab24577, Cambridge, UK), Ito cells with mouse anti-alpha smooth muscle actin antibody (ab7817, Abcam, Cambridge, UK), and Kupffer cells with mouse anti-CD68 antibody (ab31630, Abcam, Cambridge, UK). BRCA1 was detected with rabbit anti-BRCA1 antibody (orb48292, Biorbyt, Cambridge, UK). All antibodies were diluted at 1:100. Then, the samples were washed with PBS-0.3% Tween and incubated with the secondary antibody diluted 1:1000 for one minute; goat anti-rabbit Alexa 433 (Sigma, St. Louis, MO, USA) to detect BRCA1 and goat anti-mouse Alexa 594 to detect each cell type. After washing, the samples were incubated with DAPI diluted 1:1000 for 10 min.

## 3. Results

### 3.1. The Global Differences between Control and TME Samples are Most Pronounced at miRNA Expression Level

Immunochemistry was used to confirm the purity of specific cells on our cell fractions using CD146, CD68, and ASMA to detect endothelial, Kupffer, and Ito cells, respectively. We found that all of the isolated cell fractions had purity values higher than 90% Figure 1B. At mRNA Figure 1C and protein Figure 1D levels, the three different TME cell types were observed to cluster together, irrespective of whether cells were tumor-associated or not. 

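The mRNA of the sorted liver cells and of the tumors was measured on 16 Agilent arrays of mouse probes, 8 on each of 2 slides, and every array carried 2 samples, one labelled with Cy3 and one with Cy5. There were 4 samples in each of 8 groups, namely control and TME endothelial, Ito and Kupffer cells, CRC primary tumors (TP) and tumor liver metastases (TM). Endothelial cells line the liver sinusoids, Ito cells are the stellate cells of the liver, and Kupffer cells are its resident macrophages. The paper's text gives 14 days from the inoculation of tumor cells to the isolation of the liver cells, and Figure 1A gives 15 days. Control and TM samples carried Cy3 and TME and TP samples carried Cy5 on all arrays, and the control and TME samples of one cell type and number shared an array, so that the dye and the difference between TME and control cannot be told apart by design. The endothelial and Ito arrays lay on slide 1 and the Kupffer and tumor arrays on slide 2. For each spot and channel the authors deposited the intensities of the scanner output, among them a processed signal that is corrected for background and for the overall intensity of the dyes. The log2 of the processed signal of each sample's own channel was taken, spots marked as outliers and control spots were left out, spots of one probe were averaged, and the 32 channels were quantile normalized, the normalization the paper names for its omics data. This gave values for 55681 probes. Between 38.4 and 57.1% of the 59305 spots were well above background in a channel, with group medians from 43.4% in TP to 54.5% in control endothelial cells, and no spot was saturated. With 4 arrays per group, the number of arrays limits the precision. Where a probe was not well above background on any array of a group, its fold is known only as a lower bound, the mean of the brighter group against the lowest signal among probes well above background on each array of the dimmer group, from loess and Aquantile normalized values, and this bound is open to dye bias. For such probes the log2 difference of the fit rests on values at background and is no measure of the fold, and it is printed only to compare settings. On array 4 of the Ito cells and array 4 of the Kupffer cells, the differences between TME and control ran opposite to those of the other arrays. Across the 17050 probes well above background in all 32 channels, the correlation of the array 4 differences with the mean of arrays 1 to 3 was -0.66 in Ito and -0.60 in Kupffer cells, whereas the same value for the 4 endothelial arrays lay between 0.51 and 0.78. These correlations are across probes, which are not independent replicates. The samples were kept under their labels, and values without replicate 4 are given for the main counts and for some of the genes, not for all that differ.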

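Principal component 1 of the 32 channels carried 55.4% of the variance, with a jackknife error of 2.77 over the replicates left out in turn, and component 2 carried 8.80%. The alternative that moved this share most was to keep only probes well above background on all 4 arrays of at least 1 group, which gave 66.1%. On component 1 the 8 tumor channels lay between 266 and 304 and the 24 liver cell channels between -134 and -39.0. The median correlation between channels, across probes, was 0.984 within a liver cell group, 0.982 between TME and control channels of the same cell type, 0.965 between different liver cell types and 0.876 between liver cells and tumors. Hierarchical clustering into 4 clusters placed 23 of the 24 liver cell channels together, with TME Ito replicate 2 alone in a cluster. Of the tumor channels, TM replicates 1 and 4 clustered with all TP channels, and TM replicates 2 and 3 formed the remaining cluster.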

At the miRNA level, however, the variability was higher, with more pronounced discrimination between TME and control samples, with all TME samples displaying positive coordinates in the first Principal Component Figure 1E. We used pairwise scatter plots to analyze differences between the TME and control samples at the three molecular levels. 

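Between the TME and control group means of the arrays, 96.3% of probes differed by less than 2-fold in endothelial cells, 95.7% in Ito cells and 96.9% in Kupffer cells. Across probes, the correlation of the TME mean with the control mean was 0.993 in endothelial, 0.992 in Ito and 0.994 in Kupffer cells. Among the probes well above background on all 8 channels compared, the share within 2-fold was 96.6% of 23489 in endothelial, 97.6% of 21215 in Ito and 98.3% of 22590 in Kupffer cells. Between TP and TM the share over all probes was 92.8%.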

We observed that TME and control samples displayed very similar patterns at both gene expression Figure S1A–G and protein Figure S1C–I levels, again showing more pronounced differences at the miRNA level Figure S1B–H. The proteomics data reveals that Kupffer cells have less significant DEPs between control and TME samples than the other liver cells, the top down- regulated protein in endothelial TME cells is carbamoyl-phosphate synthetase 1, Cps1, localized in the inner mitochondrial matrix (Figure S2A). Among the up-regulated is the superoxide dismutase 1 Sod1 (Figure S2B), described to promote the epithelial-mesenchymal transition (EMT) of pancreatic cancer cells via activation of the H2O2/ERK/NF-κB axis [15] and to be involved in aging [16]. The TME versus control dysregulated proteins are not shared between the different liver cells types (Figure S2). The correlation analysis between protein and gene expression reveals a slight positive correlation between the two molecular measurements (Figure S3). The regression of the protein expression versus the gene expression of the merged data of all the samples has a slope of 0.11 and a Pearson’s correlation coefficient of 0.23. The projection of the protein-gene expression points over the orthogonal regression line shows a bias due the enrichment of lower expressed proteins in the region of middle expressed genes. Such behavior is independent of the cell type (Figure S3A–M). Thus, the proteomics data are slightly positively correlated with the transcriptomics data. 

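By limma, 650 of the 55681 probes (1.17%) differed between TME and control endothelial cells at an adjusted p under 0.05 with no minimum fold, 167 (0.300%) in Ito cells and 242 (0.435%) in Kupffer cells. Replicate 4 decided these counts in Ito and Kupffer cells: without it, 4503 probes differed in Ito cells (8.09%) and 1937 in Kupffer cells (3.48%), against 437 in endothelial cells. From the similar global profiles, the paper proposes that the TME lacks a strong molecular fingerprint at this level, and it turns to single molecules.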

The TME does not appear to have a strong molecular fingerprint at the global profile level. Consequently, we searched for individual tumorogenesis-related molecules by analyzing differentially expressed genes (DEGs), differentially expressed miRNAs (DEMs), and differentially expressed proteins (DEPs) between TME and control samples in the three liver cell types.

### 3.2. miR-21a, miR-146a, miR-16 and miR-29a Are among the miRNAs Simultaneously Down-Regulated in All the TME Cells

We identified DEMs between control and TME cells Figure 2A–H, including 14 commonly down-regulated in TME cells Figure 2D,E, and 2 commonly up-regulated (*miR-1306*, *miR-5107*) DEMs in TME cells Figure 2I,J. Interestingly, *miR21a*, *miR-23a*, *miR-23b*, *miR-29a*, and *miR-3963* which were down-regulated had a strong signal in both CRC primary tumors and tumor liver metastasis.

### 3.3. Brca1 and Sp110 Genes Are among the Twenty Transcripts Simultaneously Up-Regulated in All the TME Cells

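TME and control cells of each type were compared with limma in a single fit to all 8 groups, and a probe was counted as higher or lower at an adjusted p under 0.001 with a difference of at least 4-fold. In endothelial cells 58 probes were higher and 37 lower in TME, in Ito cells 53 were higher and 0 lower, and in Kupffer cells 63 were higher and 0 lower. At an unadjusted p under 0.05 from limma with the same minimum fold, 34 probes were lower in Ito and 5 in Kupffer TME cells, and an equal-variance t-test per probe with Benjamini-Hochberg adjustment gave 0 lower probes in both. With normexp in place of the processed signal, 3 probes were higher and 9 lower in endothelial cells and 0 either way in Ito and Kupffer cells. Without replicate 4, 164 probes were higher and 63 lower in Ito cells, and 67 were higher and 10 lower in Kupffer cells. With the array that control and TME share as a block, 40 were higher and 12 lower in endothelial cells, 38 higher in Ito and 56 higher in Kupffer cells. Of the higher probes, 49 of 58 in endothelial, 46 of 53 in Ito and 59 of 63 in Kupffer cells were not well above background in any control channel of that cell type.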

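In all 3 cell types 28 probes were higher in TME and 0 were lower by limma. At an unadjusted p under 0.05 with the same minimum fold these counts were 42 and 0, and the t-test with adjustment gave 0 and 0. Among the 28 were *Vmn1r41*, *4921511C20Rik*, *Brca1*, a transcript on chromosome 13, *A530001N23Rik* and a transcript on chromosome 8. *Vmn1r41* was at least 2.10-fold higher in TME endothelial cells (limma adjusted p 7.18e-12, higher on 4 of 4 arrays), *4921511C20Rik* at least 2.46-fold higher in Ito cells (limma adjusted p 1.06e-13, 4 of 4 arrays) and *A530001N23Rik* at least 2.21-fold higher in Kupffer cells (limma adjusted p 7.93e-08, 4 of 4 arrays). The chromosome 13 transcript was at least 2.25-fold higher in Ito and at least 2.05-fold higher in Kupffer TME cells, and it was also at least 2.79-fold higher in TP than in TM, the tumor samples that carried the same dyes. Of the 28 probes, 16 were also higher in TP than in TM by the same limits, and 13 were not well above background in any TP channel. Among the probes that fell in endothelial TME cells were those of *Cyp3a25*, -3.77 on the log2 scale (limma adjusted p 0.000946, measured on 1 of 4 TME arrays), and *Ces2c*, at least 2.38-fold lower (limma adjusted p 9.84e-05), both lower on 4 of 4 arrays. In the same comparison 12 marker genes of hepatocytes changed by a median of -0.81 on the log2 scale, and 1 of the 12 was higher. Whether both falls are of the endothelial cells or of hepatocyte RNA in the fraction was not tested.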

Analysis of DEGs between control and TME cells Figure 3A–H revealed that endothelial cells had higher levels of DEGs than the other cells types with 1364 transcripts down- and 1371 up-regulated in the TME cells of Figure 3D,I. There were 11 DEGs that were commonly down-regulated in all TME cells of Figure 3D,E and 20 transcripts commonly up-regulated in Figure 3I,J. Among the up-regulated TME transcripts of Figure 3J, the most relevant are the breast cancer 1 gene *Brca1*, and *Sp110*. *Sp110* is a member of the SP100/SP140 family of nuclear body proteins that encodes a leukocyte-specific nuclear body component regulating genes involved in the inflammatory response and miRNA expression in macrophages. *Sp110* has been reported to have immune and apoptosis-related miRNAs such as *miR-125a*, *miR-146a*, *miR-155*, *miR-21a* and *miR-*99b [17]. Interestingly, we also observed the simultaneous down-regulation of *miR-146a* and *miR-21a* in TME in the three types of studied liver cells of Figure 2E.

### 3.4. Slurp1 and Acnat2 Are Highly Positively, and Tpt1, Emd and Rnf167 Are the Top Genes Highly Negatively Correlated with Brca1 across All Samples

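The relation of 5 genes to the *Brca1* probe was computed within the 12 TME and within the 12 control channels of the liver cells, since the *Brca1* values of these groups formed separate clusters and a pooled correlation would rest on the difference between them. In the TME channels the relation of *Slurp1* had a Pearson's r of 0.68 (permutation p 0.0184, adjusted 0.184 over the 10 relations) and a Spearman's rho of 0.71 (permutation p 0.0115, adjusted 0.115). Without the 2 channels farthest from the median of *Brca1* its r was 0.59, and within the 8 channels of slide 1 it was 0.77. The alternative that moved this r most was to leave out replicate 2, which gave 0.84. For *Acnat2* in the TME channels, r was 0.55 (permutation p 0.0623, adjusted 0.312) and rho 0.63 (permutation p 0.0327, adjusted 0.163), with an r of 0.77 without the 2 farthest channels and 0.73 within slide 1. In the control channels, where *Brca1* was not well above background, r was 0.37 for *Slurp1* and -0.26 for *Acnat2*. *Tpt1* had an r of -0.41 in the TME channels (permutation p 0.180, adjusted 0.542), with -0.82 without the 2 farthest channels and -0.88 within slide 1. Over the alternatives it lay between -0.83 without replicate 3 and 0.07 with the 75th percentile, with an adjusted p between 0.0905 and 0.962 over the alternatives. The r of *Emd* was -0.21 there, between -0.60 without replicate 2 and 0.11 with normexp over the alternatives, and that of *Rnf167* was 0.16, between -0.16 with loess and Aquantile and 0.36 without replicate 3. None of the 10 relations passed an adjusted p of 0.05.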

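*Slurp1* was at least 1.46-fold higher in TME than in control endothelial cells (limma adjusted p 0.0496), at least 1.52-fold in Ito cells (adjusted p 0.0359) and 1.29 higher on the log2 scale in Kupffer cells (adjusted p 0.662), on 4 of 4 arrays in each. *Acnat2* was at least 1.29-fold higher in endothelial (adjusted p 0.120), 2.88 higher on the log2 scale in Ito (adjusted p 0.0403) and at least 1.93-fold higher in Kupffer TME cells (adjusted p 0.00247), on 4, 3 and 4 arrays, and its difference on Ito array 4 was -0.38. Without replicate 4 this probe passed a limma adjusted p of 0.05 with a fitted difference of at least 4-fold in all 3 cell types. The other *Acnat2* probe, A_55_P2075263, changed by -0.02, 0.89 and 0.67 on the log2 scale in endothelial, Ito and Kupffer cells (adjusted p 1.00, 0.695 and 0.915). *Slurp1* was well above background in 0 of 4 control channels of the endothelial and the Ito cells and in 1 of 4 of the Kupffer cells, and *Acnat2* in 0, 1 and 0 of 4. The probes used for *Tpt1*, *Emd* and *Rnf167* were lower in TME in all 3 cell types. *Tpt1* changed by -0.29, -0.39 and -0.45 on the log2 scale in endothelial, Ito and Kupffer cells. *Emd* changed by -0.47, -0.21 and -0.32 and *Rnf167* by -0.97, -0.45 and -0.50. Of these, *Emd* (limma adjusted p 0.0176) and *Rnf167* (0.00703) passed 0.05, in endothelial cells only. The other *Emd* probe rose by 0.13, 0.20 and 0.05, and *Tpt1* probe A_55_P2075013 changed by -0.04, 0.04 and 0.08.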

Since *Brca1* was found to be up-regulated in all TME cells, we performed correlation analysis to find genes with expression highly positively or negatively related to the *Brca1* expression across all of the samples of Figure 4A–C. *Slurp1* and *Acnat2* were amongst the top highly positively correlated genes identified in Figure 4C. Slurp1 is a member of the Ly6/uPAR family and reduces the proliferation of human colorectal adenocarcinoma HT-29 cells [18]. Acnat2 is the mouse homologue of BAAT (bile acid-CoA:amino acid N-acyltransferase) and defects in BAAT have been identified as a cause of familial hypercholanemia [19].

*Tpt1*, tumor protein translationally-controlled 1, also known as p23, fortilin, or histamine releasing factor (HRF), plays a role in carcinogenesis, is up-regulated in some cancer cells, and promotes colorectal cancer invasion and metastasis [20]. *Rnf167*, or *Ring105*, is an E3 ubiquitin ligase, and along with UbcH6 regulates the tumor suppressor TSSC5 in Wilms’ tumor, rhabdomyosarcoma, and hepatoblastoma [21]. The complex UbcH6-Rnf167 is a ubiquitin-proteasome pathway that targets TSSC5 [21] and is implicated in the regulation of cellular endosome trafficking [22]. Emd is a member of the nuclear lamina-associated protein family acting as an enhancer of autophagosome formation in the C16-ceramide autophagy pathway in colon cancer [23].

We next checked for the expression of *Brca1*-related miRNAs across all the liver samples. With the exception of *miR-17*, *miR-146b*, and *miR-182*, all of the *Brca1*-related miRNAs were strongly dysregulated in all the liver samples Figure 4D,E. All of the dysregulated miRNAs, *miR-155*, were down-regulated in TME endothelial and Ito cells, but up-regulated in TME Kupffer cells independently of the putative regulation pattern previously described [24].

### 3.5. The Brca1-Centered Gene-miRNA-Protein Network Shows miR-212-3p as Simultaneously Down-Regulated in Tumor-Colonized Samples

To investigate the gene-miRNA-protein interaction involved in the up-regulation of *Brca1* in the TME samples we created networks depicting the expression of the miRNAs, proteins and genes in consecutive rings around *Brca1* Figure 5A. This shows a high degree of correlation in the expression levels of the different molecules that interact with Brca1 in all the different cell types analyzed. For example in the miRNAs ring, *miR-212-3p* was found to be down-regulated in tumors. In the protein ring, we observed that Gatd3a was Kupffer-specific, whereas Anp32a, Gucy1b3, and Hao1 were Ito-specific, and Calu more highly expressed in endothelial cells. 

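The probes of *Pea15a*, *Qsox1*, *Large*, *Dctn6*, *Mef2a*, *Tmem2*, *Calm3*, *Rpa1*, *Eif4a2*, *Sox4*, *Bri3* and *Plekhg3* were each well above background on all 24 liver cell channels and all 8 tumor channels. For genes with several probes, the probe with the highest variance over all channels was used. As log2 quantile-normalized signal, the group means of *Calm3* in the liver cells lay between 8.26 and 9.70, those of *Pea15a* between 11.79 and 13.24, those of *Mef2a* between 11.54 and 17.05, and those of *Plekhg3* between 14.67 and 17.53. The range of *Mef2a* is that of a probe with a variance of 7.28 over all channels, against 0.25 and 0.31 for its other probes.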

We observed a set of genes that were highly expressed in all the liver samples (*Pea15a*, *Qsox1*, *Large*, *Dctn6*, *Mef2a*, *Tmem2*, *Calm3*, *Rpa1*, *Eif4a2*, *Sox4*, *Bri3*, and *Plekhg3*). In addition, we studied the distribution of the differential expressions between tumor and control samples of the molecules involved in the network using violin plots Figure 5B–D. For each molecule type, we split the distribution between down- and up-regulation in tumor vs. control samples. We performed the analysis for *Brca1* Expression, DEM targeting *Brca1*, and DEG and DEP of other genes and proteins targeted by the miRNAs that target *Brca1*. As a control with which to compare these distributions, we used the distributions of all the DEM, DEG, and DEP associated with molecules not targeted by miRNA that target *Brca1*. 

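The *Brca1* probe was at least 2.07-fold higher in TME than in control endothelial cells (limma adjusted p 0.000373), at least 2.54-fold in Ito cells (adjusted p 0.000118) and at least 2.13-fold in Kupffer cells (adjusted p 0.000854). With the array that control and TME share as a block, the adjusted p was 0.00857, 0.00530 and 0.0135, above the limit of 0.001 in all 3 cell types. In each cell type the 4 TME values lay above the 4 control values (exact permutation test, two-sided p 0.0286, the smallest that 4 channels against 4 allow). The log2 difference of the fit, which rests on control values at background, was 3.99, 4.44 and 3.87, and it was 1.12, 1.49 and 1.21 with normexp, where the limma adjusted p was 0.000461, 2.16e-05 and 0.000432. Array 4 of the Ito and Kupffer cells, on which most brighter probes ran the opposite way, gave a higher *Brca1* value in TME than in control, as the other arrays did. After subtraction of the difference between TP and TM, which carried the same dyes, the fitted difference was 2.49, 2.95 and 2.37, with limma adjusted p of 0.236, 0.197 and 0.461.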

The analysis was performed for differentially expressed molecules in ET vs. EC in Figure 5B, IT vs. IC in Figure 5C, and KT vs. KC in Figure 5D. We observed that miRNAs targeting *Brca1* were generally down-regulated in tumor endothelial cells.

### 3.6. RT-PCR Analysis Validated that the Brca1-Related miR-212-3p Is Differentially Expressed between Control and Tumor-Colonized Samples

We performed RT-PCR analysis to validate four of the miRNAs simultaneously down-regulated in the three cell types in the TME (i.e., *miR-21a*, *miR-29a*, *miR-16* and *miR-146a* Figure 2D,E) along with *miR-212-3p* that has previously been associated with *Brca1* expression Figure 5A. RT-PCR measurements are depicted similarly to microarray results in Figure S4. RT-PCR validated the results on miR-16 in Ito cells, with lower expression in tumor-colonized cells in relation to the control, a finding in agreement with reports on the down-regulation of miR-16 in other cancers such as cancers of the breast [25], colon [26,27], brain [28,29], lung [30], lymphatic system [31,32,33,34], ovaries [35], pancreas [36] and prostate [37]. RT-PCR analysis further validated that the *Brca1-*related miRNA *miR-212-3p* is indeed differently expressed between the control and tumor samples.

### 3.7. BRCA1 Is the Last BASC Gene Activated in the TME

To understand the special role of BRCA1 in colorectal liver metastasis, we analyzed the expression of the genes of the BASC (BRCA1-associated genome surveillance complex), a super complex of BRCA1-associated proteins involved in the recognition and repair of aberrant DNA structures. BASC includes the tumor suppressors and DNA damage repair proteins MSH2, MSH6, MLH1, ATM, BLM, the RAD50-MRE11-NBS1 protein complex, and the DNA replication factor C (RFC), a protein complex facilitating the loading of the Proliferating Cell Nuclear Antigen (PCNA) onto DNA [38]. 

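Besides *Brca1*, the probes of 10 BASC genes are reported here, namely *Atm*, *Baat1* (a synonym of *Brat1* in the RefSeq gene table), *Blm*, *Mre11a*, *Msh6*, *Nbn*, *Rad50*, *Rfc1*, *Rfc2* and *Rfc3*. Each was well above background on 24 of 24 liver cell channels. None passed an adjusted p of 0.05 between TME and control cells: the largest difference was that of *Nbn* in Ito cells, -0.51 on the log2 scale, and the smallest limma adjusted p over the 10 genes and 3 cell types was 0.502.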

In all analyzed mouse liver cells (control and TME), almost all the members of BASC were highly expressed. The exceptions were *Blm*, *Rad50*, and *Atm*, which were not highly expressed, with progressively decreasing expression from Endothelial→Ito→Kupffer. 

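The mean log2 level of *Atm* decreased from 6.95 in endothelial to 6.62 in Ito and 5.96 in Kupffer control cells, and from 7.41 to 6.90 and 6.39 in TME cells. *Blm* decreased from 7.47 to 6.85 and 6.36 in control and from 7.51 to 7.22 and 6.41 in TME cells. *Rad50* decreased in this order in control cells, with 8.96, 8.60 and 8.10, and in TME cells its levels were 9.05, 8.39 and 8.52. *Nbn* and *Mre11a* also decreased in this order in both TME and control cells. The Kupffer arrays lay on the other slide, so that the last step cannot be told apart from a difference between slides.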

Interestingly, *Brca1* itself displayed very low expression in all control samples but was highly expressed in all TME samples in Figure 6A. 

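The array carried a single probe for *Brca1*, A_52_P18267, which the files assign to the transcript NM_009764 and to chromosome 11 of mm9 between 101359283 and 101363319. Its sequence is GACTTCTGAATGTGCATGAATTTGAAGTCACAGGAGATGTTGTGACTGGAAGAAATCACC. It was well above background on 12 of 12 TME channels and on 0 of 12 control channels of the liver cells. In endothelial cells its mean log2 level was 6.31 ± 0.06 (SD, n = 4) in TME and 2.33 ± 0.38 in control, in Ito cells 7.04 ± 0.27 and 2.59 ± 0.88, and in Kupffer cells 6.60 ± 0.72 and 2.73 ± 0.51. All TME channels were read in Cy5 and all control channels in Cy3.

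**Figure D1:**
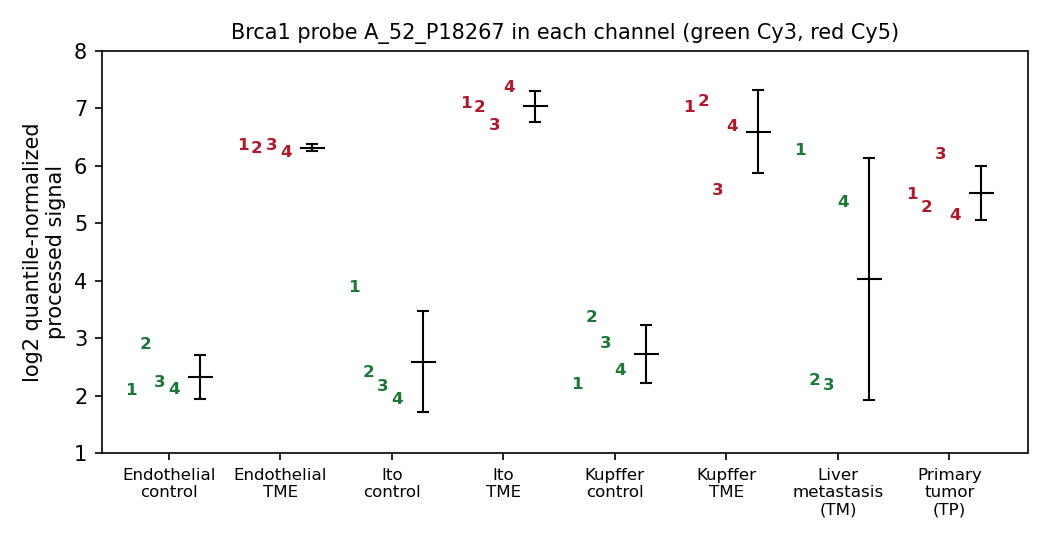
Log2 quantile-normalized processed signal of the *Brca1* probe (vertical axis) in the 8 groups (horizontal axis). Each digit is the channel of that replicate, green in Cy3 and red in Cy5, and the bar with whiskers is the group mean with its SD. The 12 TME channels lie between 5.56 and 7.36 and the 12 liver control channels between 1.93 and 3.89.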

In the tumor samples (TM and TP), all of the BASC genes displayed increased expression, suggesting that *Brca1* is the last BASC gene to become activated in the TME samples.

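The probes of these 10 BASC genes were well above background on 8 of 8 tumor channels. The mean over the tumor channels exceeded the mean over the liver cell channels for 9 of the 10, by 0.51 on the log2 scale for *Baat1* up to 2.41 for *Blm*, whereas *Nbn* was lower in the tumors, by a difference of -0.64 (limma adjusted p 0.00045). The tumor channels lay on the same slide as the Kupffer cells. *Brca1* was well above background on 2 of 4 TM and 2 of 4 TP channels. Its log2 levels in TM replicates 1 to 4 were 6.28, 2.27, 2.18 and 5.36, and in TP replicates 1 to 4 they were 5.50, 5.27, 6.20 and 5.13. The difference between TP and TM was 1.50 (limma adjusted p 0.204). From the increased expression of the BASC genes in the tumor samples, the paper proposes that *Brca1* is the last gene of the complex to be activated in the TME cells.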

To further investigate the behavior of BASC genes in CRC, we downloaded two independent datasets with transcriptomics data of liver metastasis from the GEO database. In the dataset with non-tumor colorectal tissue, primary colorectal tumor, and colorectal liver metastasis from 51 patients [39] (GSE81558), we found that *ATM* is middle-expressed in the three types of samples, around a third of the BASC genes (*MLH1*, *MSH2*, *MSH6*, *RAD50*) are highly expressed in the three types of samples, and more than the half (*BLM*, *BRAT1*, *BRCA1*, *MRE11A*, *NBN*, *RCF1*, *RFC2*, *RCF3*) are up-regulated in cancer samples (primary colorectal tumor and colorectal liver metastasis) in relation to the non-tumor colorectal tissue in Figure 6B. Thus, generally, the BASC gene expression is higher in cancer than in non-cancer samples in Figure 6C. In the dataset with primary colorectal tumor and colorectal liver metastasis from 133 patients [40] (GSE41568), *MRE11A* and *NBN* are low-expressed in primary colorectal tumor and colorectal liver metastasis, *MLH1*, *ATM*, and *RFC1* and homogeneously high-expressed in all the samples, and the rest of the BASC genes, including *BRCA1*, are high-expressed, with some variation between patients, *MSH6* and *MHSH2* being the highest and lowest variable ones, and *BRCA1* being high-expressed with a middle variability among patients in Figure 6D. These results support the hypothesis that *BRCA1* is the last BASC gene activated in colorectal liver metastasis.

### 3.8. The Most Probable Sequence of Cell Activation during Metastasis is Endothelial→Ito→Kupffer

To investigate the sequence of cell activation across the three cell types (endothelial, Ito, Kupffer) during metastasis, we searched for genes continuously up- or down-regulated in the three possible sequences of activation of these three cell types in TME cells Table 1 and in control cells Table 2, using a fold–change of 2 (in log_2_ scale). 

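For each sequence, a probe was counted when the difference between the group means was at least 2 on the log2 scale at both steps and in the same direction, with no limit on p, separately for the 12 TME and the 12 control channels of the liver cells. Since the endothelial and Ito arrays lay on slide 1 and the Kupffer arrays on slide 2, only the step between endothelial and Ito cells lay within a slide, and the steps to or from Kupffer cells cannot be told apart from a difference between slides.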

In the sequence activation of TME cells, we found 34 transcripts up-regulated and none down-regulated across the Endothelial→Ito→Kupffer sequence in Figure S5A. 

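In the TME cells 36 probes rose along the endothelial, Ito and Kupffer sequence, and 0 fell. With a limma adjusted p under 0.05 required at each step as well, 34 rose and 0 fell, and with a difference of at least 1 per step 442 rose and 52 fell. The count moved most among the other alternatives when replicate 2, which holds the liver cell channel with the lowest share of spots well above background, in TME Ito cells, was left out, to 7. Of the 34 transcripts listed in Table 1 for this sequence, 33 were among the 36, and *Slc1a4* was not. For 3 of the 36 probes no endothelial TME channel was well above background. *Nhlh1* rose from 10.12 in endothelial to 12.94 in Ito and 16.00 in Kupffer TME cells, and *Armcx3* from 10.10 to 12.81 and 15.71. These are the probes with the highest variance. The other probe of *Nhlh1*, well above background on 8 of the 12 TME channels, lay at 4.46, 4.42 and 5.12 in these cells, and the other probe of *Armcx3*, well above background on all of them, at 11.39, 11.31 and 11.82. Of 41 other probes that carry the same names as the 36, 7 were well above background on all 12 TME channels, and of these 0 rose by 2 or more at both steps and 2, both of *Fnbp1*, rose by less.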

Interestingly, all of these transcripts were more highly expressed in TME cells than in control cells in Figure S5B, whereas the distribution of the expression of all the transcripts was the same for all the samples Figure S5C. 

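Of the 36 probes, 35 had a higher TME than control mean in all 3 cell types, the exception being *AK157330*. These are differences of means: 0 of the 36 passed the limits of an adjusted p under 0.001 and 4-fold between TME and control in any cell type. For *Nhlh1* the limma adjusted p was 0.513 in endothelial, 0.821 in Ito and 0.412 in Kupffer cells. The median difference between TME and control over the 36 probes was 1.02 on the log2 scale in endothelial, 0.62 in Ito and 1.72 in Kupffer cells.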

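Along the endothelial, Kupffer and Ito sequence in TME cells 30 probes rose and 3 fell. The rising probes included *Ahsg*, *Fgg*, with mean log2 levels of 9.84 in endothelial, 12.59 in Kupffer and 14.60 in Ito cells, and *Apob*, with 6.67, 9.61 and 11.63, all genes of plasma proteins. For *Fgg* the control cells gave 10.53, 12.08 and 14.26 in the same order. None of the 30 was higher in TME than in control cells of all 3 types. Of the transcripts listed in Table 1 for the rise in this sequence, 15 were found on the array under that name, and all 15 were among the 30. The count depended on single replicates, with 12 without replicate 1, 65 without replicate 2 and 8 without replicate 3.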

We found 16 transcripts up-regulated and 11 transcripts down-regulated across the Endothelial→Kupffer→Ito sequence. Out of these 11 down-regulated transcripts, one corresponded to the apelin (*Apln*) gene and all the other 10 probes to the endothelin1 (*Edn1*) gene. It is known that activation of autocrine and paracrine signaling by Edn1 binding to its receptors elicits pleiotropic effects on TME cells and on the host microenvironment. This activation modulates cell proliferation, apoptosis, migration, EMT, chemoresistance, and neovascularization [41]. 

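The 3 falling probes held 12 spots, 10 of them those of the *Edn1* probe, and the others were *Apln* and *Sema3g*. The mean log2 level of *Edn1* in TME cells was 11.80 in endothelial, 9.11 in Kupffer and 5.82 in Ito cells, and that of *Apln* was 10.30, 7.58 and 4.00. In Ito TME cells *Edn1* was well above background on 2 and *Apln* on 1 of 4 arrays. In the control cells *Edn1* decreased in the same order, with 10.11, 9.01 and 6.64.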

We also found that the *Edn1* probes were up-regulated in ET in relation to EC. 

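In endothelial cells *Edn1* was 1.70 higher on the log2 scale in TME than in control (standard error 0.64, limma adjusted p 0.335), on 4 of 4 arrays. Its level in TME endothelial replicate 2 was 13.29, and in the other replicates of that group it lay between 11.17 and 11.42. *Apln* was 2.64 higher in TME endothelial cells (standard error 0.67, limma adjusted p 0.0485), also on 4 of 4 arrays.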

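Along the Ito, endothelial and Kupffer sequence in TME cells 1 probe fell, that of *Tm4sf4*, whose mean log2 level was 9.62 in Ito, 7.60 in endothelial and 5.50 in Kupffer cells. Replicate 2 lay apart from the others in both the Ito and the endothelial group, at 11.83 and 9.40, and without replicate 2 no probe fell in this sequence. Without replicates 1, 3 and 4 the falling probes were 5, 4 and 5, and with a difference of at least 1 per step 54. In the same sequence 1 probe rose, a transcript on chromosome 10 that was not well above background in any TME Ito channel.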

We found only one transcript (*Tm4sf4*) down-regulated across the sequence Ito→Endothelial→Kupffer and none were up-regulated. We used the control cells as reference for the sequence of cell activation in Table 2. 

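In the control cells 6 probes rose along the endothelial, Ito and Kupffer sequence, namely *Prss46*, *Tnfsf4*, *Igf2bp1*, *U90926*, *Slc6a4* and *Cbr2*, and 0 fell, against 488 and 75 with a difference of at least 1 per step. Along the endothelial, Kupffer and Ito sequence 7 rose and 1 fell in the control cells, and 5 of the 7 rising probes, those of *Slc2a2*, *Hba-a2*, *Hbb-b1*, *Hbb-b2* and *Beta-s*, also rose in the TME cells. The other rising probes were *Apob* and *Clec4b1*, and the falling one was *Apol10b*. Apart from *Slc2a2*, these are the transcripts that Table 2 lists under the Ito, endothelial and Kupffer sequence. Along the Ito, endothelial and Kupffer sequence 1 rose, *Ptpn5*, and 1 fell, *Lce1d*. With normexp in place of the processed signal, 0 probes rose along the endothelial, Ito and Kupffer sequence of control cells.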

We found almost no transcripts continuously up- or down-regulated in any cell activation sequence; only 4 in the up-regulation of the Endothelial→Ito→Kupffer control sequence, 6 in the up-regulation of the Ito→Endothelial→Kupffer control sequence, and 1 in the down-regulation of the Ito→Endothelial→Kupffer control sequence. The sequence of cell activation during metastasis with most transcripts continuously up-regulated is the Endothelial→Ito→Kupffer sequence of TME cells. 

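The 12 combinations of sequence, direction and TME or control cells were ranked with the processed signal and a difference of at least 2 per step. The 36 rising probes were the largest count among them, followed by the 30 of the endothelial, Kupffer and Ito sequence in TME cells. Without replicate 2 this order was the reverse, with 7 and 65. With normexp 20 and 5 probes rose in the TME cells along these sequences, and with loess and Aquantile normalization 21 and 4. At a difference of at least 1 per step the control cells gave the larger count along the endothelial, Ito and Kupffer sequence. There 488 probes rose in control and 442 in TME cells.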

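The 36 rising probes were read in the control cells as well. All 36 rose from endothelial to Ito to Kupffer control cells, with median steps of 2.81 and 1.44 on the log2 scale, against 2.44 and 2.55 in the TME cells. *Nhlh1*, for example, had mean levels of 8.31, 12.19 and 13.78 in control endothelial, Ito and Kupffer cells.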

Interestingly, the transcripts up-regulated in the TME sequence were also up-regulated in the TME cells compared to their control cell counterparts. Thus, there appears to be a cascade of genes that progressively increase their expression from Endothelial to Kupffer cells through the Ito cells, and simultaneously are more expressed in TME than in control cells. 

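Of the 36 probes, 30 (83.3%) held a run of 8 or more alternating G and T bases, against 420 of the 55681 probes on the array (0.754%) and 0 of the 28 probes higher in all 3 TME cell types. Probes outside the list that were well above background in all 12 TME channels rose in the same order more often where this run reached 8 bases, in 40.0% of cases with 8 to 9 bases, 83.7% with 10 to 11 and 98.2% with 12 or more, and in 20.8, 20.0 and 22.3% with runs of 0 to 3, 4 to 5 and 6 to 7. Of 253 with a run of 8 or more, 184 (72.7%) rose from endothelial to Ito to Kupffer TME cells, against 20.6% of the 20430 with a shorter run. From the rise along the sequence together with the higher expression in TME than in control cells, the paper proposes a cascade of genes, and from it the order of cell activation.

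**Figure D2:**
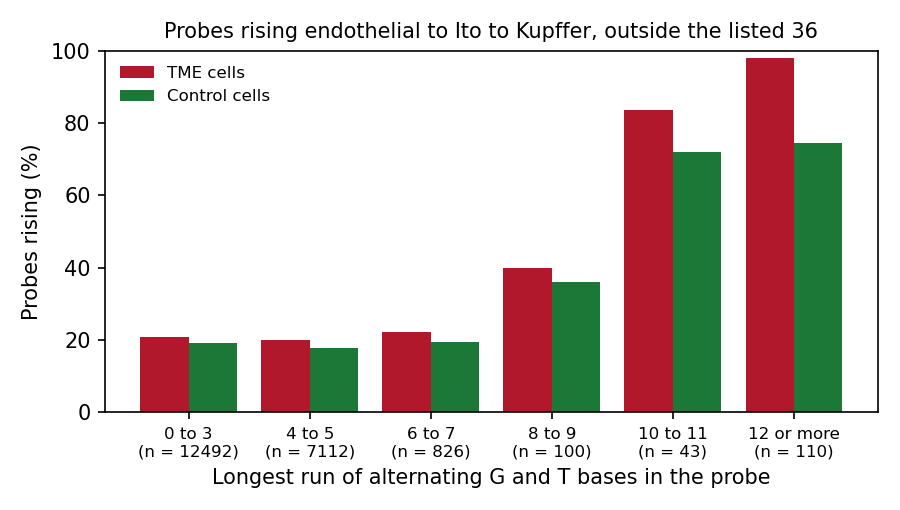
Percent of probes outside the listed 36 that rise from endothelial to Ito to Kupffer cells (vertical axis), by the longest run of alternating G and T bases in the probe (horizontal axis, with the number of probes). Red bars are the TME cells and green bars the control cells. With a run of 12 or more, 98.2% of 110 probes rise in TME and 74.5% in control cells.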

Taking these results together, the observed sequence of cell activation during metastasis is most likely Endothelial→Ito→Kupffer.

### 3.9. Multiple Inflammation-Related Genes Are Up-Regulated in TME Samples

Among the commonly up-regulated genes identified in TME was Sp110, a member of the SP100/SP140 family of nuclear body regulating genes involved in the inflammatory response [17]. 

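The array carried 3 probes for *Sp110*. The probe with the highest variance, A_55_P2037235, was well above background in all liver cell channels and differed between TME and control by -0.43 on the log2 scale in endothelial, -0.20 in Ito and -0.0027 in Kupffer cells (limma adjusted p 0.666, 0.831 and 1.00), with TME higher on 0, 0 and 1 of 4 arrays. The probe A_55_P2066792 differed by 0.98, 0.59 and 1.14 (limma adjusted p 0.0309, 0.391 and 0.0172), and A_55_P2152566 by 0.14, 0.23 and 0.07. None of these passed the limits of an adjusted p of 0.001 and a 4-fold difference.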

We checked the behavior of the inflammation-related genes [42] in our samples in the context of the CRC pre-metastatic niche. Several of these inflammation-related genes are members of the SP100 family, and many of them, such as *S100a4*, *S100a8*, and *S100a9*, were up-regulated in all the TME samples in relation to the control. Also, the orosomucoids 1 and 2 (*Orm1* and *Orm2*) that encode key acute phase plasma proteins classified as acute-phase reactants whose expression is increased due to acute inflammation were up-regulated in Ito and Kupffer TME (Figure S6). 

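In endothelial cells *S100a8* was 3.26 higher on the log2 scale in TME than in control (limma adjusted p 0.0640), *S100a9* 3.11 (adjusted p 0.425) and *S100a4* 2.09 (adjusted p 0.427), each on 4 of 4 arrays. In Ito cells the differences were 1.58, 2.19 and 1.60 and in Kupffer cells 0.67, 1.30 and 1.10, with an adjusted p of at least 0.532, on 3 of 4 arrays in each case. On array 4, TME was below control for these 3 genes in both cell types, for *S100a9* by -4.42 in Ito and -3.06 in Kupffer cells. Without replicate 4 the differences of *S100a9* were 3.28, 4.40 and 2.75 in endothelial, Ito and Kupffer cells (limma adjusted p 8.91e-06, 1.26e-07 and 4.52e-05) and those of *S100a8* were 3.35, 3.33 and 1.40 (adjusted p 1.51e-05, 6.12e-06 and 0.0201). For *S100a4* they were 2.17, 3.34 and 2.29 (adjusted p 0.153, 0.00236 and 0.0453).

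**Figure D3:**
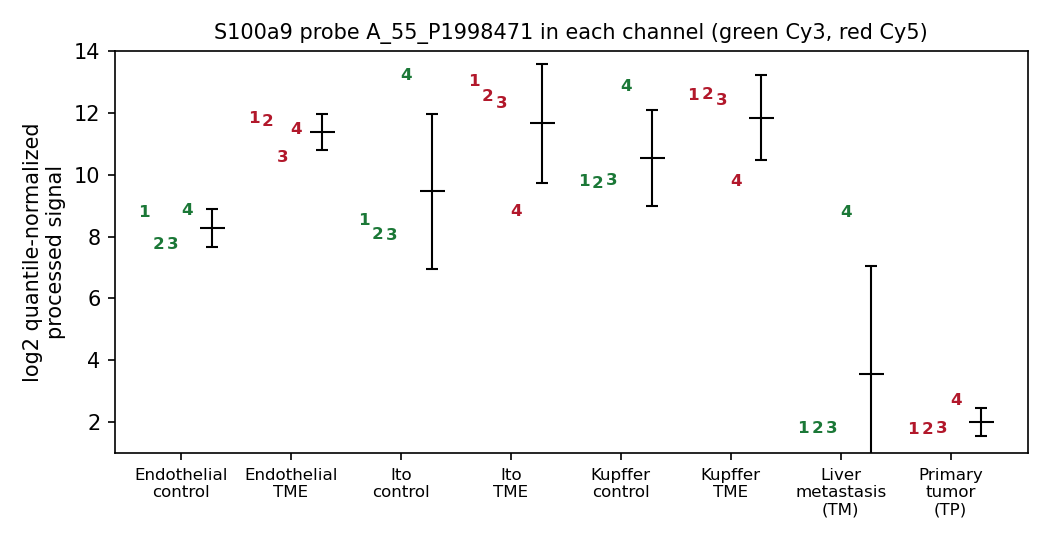
Log2 quantile-normalized processed signal of the *S100a9* probe (vertical axis) in the 8 groups (horizontal axis). Each digit is the channel of that replicate, green in Cy3 and red in Cy5, and the bar with whiskers is the group mean with its SD. In Ito and Kupffer cells the digit 4 lies at 13.22 and 12.84 in control and at 8.80 and 9.78 in TME.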

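*Orm1* was 1.08 higher on the log2 scale in TME than in control Ito cells (limma adjusted p 0.521) and 0.87 higher in Kupffer cells (adjusted p 0.782), and *Orm2* was 1.43 (adjusted p 0.461) and 0.93 (adjusted p 0.812) higher, each on 3 of 4 arrays and lower on array 4. Without replicate 4 the differences of *Orm1* were 2.29 (adjusted p 0.00278) and 1.45 (adjusted p 0.0708), and those of *Orm2* were 2.93 (adjusted p 0.000119) and 1.73 (adjusted p 0.0164). In endothelial cells the differences were -0.49 and -0.25, with TME higher on 1 of 4 arrays for both.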

Interestingly, with the exception of *S100a4*, these genes remain very low-expressed in primary CRC tumors (TM) and in liver metastasis (TM).

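*Orm1* and *Orm2* were well above background on 0 of 8 tumor channels. *S100a8* was so on 1 of 4 TM and 3 of 4 TP channels, and *S100a9* on 1 of 4 TM and 0 of 4 TP channels, the exception being TM replicate 4 with a log2 level of 8.79. The mean log2 level of *S100a4* was 17.05 in TM and 17.36 in TP, well above background on all 8 channels.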

### 3.10. Immunohistochemical Analysis of TMAs from Human CRC Liver Metastases Reveals that BRCA1-Positive Samples Correlate with CRC Stage

To study the clinical relevance of BRCA1 in the metastasis of human CRC in the liver, we performed Tissue Microarrays (TMAs) with liver metastatic samples from 34 CRC patients. Following previously reported classifications [43], we stratified liver metastatic samples into two groups: metastases detected within six months from time of diagnosis, known as synchronous, and metastases that debuted six months or years later after the time of diagnosis, known as metachronous. In the first group, we included 11 metastases from Stage IV CRCs, while in the second group (*n* = 23), we included metastases from primary CRCs that were previously diagnosed as Stage I (*n* = 4), Stage II (*n* = 10), and Stage III (*n* = 9).

BRCA1 protein was simultaneously detected in Ito, Kupffer, and endothelial cells in the TME from the 81.8% of synchronous metastases (Stage IV). However, none of the metachronous metastases originated from Stage I CRCs expressed BRCA1 in the TME cells, and only 20% of metastases from Stage II primary tumors showed co-localized expression of this protein in the three liver cell types. This co-localization correlates significantly with the moment of occurrence of these metastases (χ^2^ test *p*-value = 0.007) in Figure 7A. Thus, BRCA1 is “turned on” simultaneously in the three cell types of the TME in liver metastases from the most invasive, metastasizing most “early” CRCs in Figure 7B, and BRCA1 protein is not expressed, i.e., it is “turned off” in all host cells of metachronous metastases arising from Stage I primary CRCs in Figure 8. Higher magnification and resolution images showing the subcellular localization of BRCA1 and its co-localization with cell markers in metastatic lesions are presented in Figure S7.

## 4. Discussion

Previous studies on BRCA1 have focused on its regulatory function in epithelial cells and tumors arising from these cells, the best-known being breast cancer [44]. Here, we obtained for the first time a general overview of the omics deregulation of the liver metastasis microenvironment analyzing liver sinusoidal endothelial, Ito, and Kupffer cell changes during CRC colonization of the liver. Although the primary tumor creates a special environment and changes the surrounding cell functions, provoking angiogenic support, the metastatic tumor has been also studied as a creator of the TME [45,46]. The liver, as one of the most metastasized organs, is not an exception, and the metastasis TME has been studied from various viewpoints. Liver endothelial cells were described as the first cells interacting with tumor cells and consequently the first cells suffering the phenotypic changes. Over-expression of integrins such as β2 facilitates tumor implantation and progression [47]. Ito cells, a cell type resident in the Disse space, completely change their phenotype to myofibroblastic cells, which in turn produce extracellular matrix changes and overexpressing matrix metalloproteinases that change tissue architecture and help tumor motility [6]. The resident macrophages of the liver, known as Kupffer cells, after the tumor signals activations, produce inflammatory cytokines suitable for the metastatic progression [48].

While previous studies focused on a unique cell type, obviating the interaction of the whole TME and the different host cells, we simulated the whole liver metastasis TME, allowing us to study each cell type in the complex network interactions at the omics scale.

At the three analyzed molecular levels (gene, miRNA, and protein), the Kupffer cells show the highest level of resilience to cancer penetration, while the endothelial cells have the lowest, an observation that correlates with the chronological cell interaction. 

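Whether the change from control to TME differed between cell types was tested by limma on the difference of the changes, at an adjusted p under 0.05. It differed between endothelial and Ito cells for 65 probes, between endothelial and Kupffer cells for 48, and between Ito and Kupffer cells for 2. The counts rested on single replicates: without replicate 1 the first 2 were 6 and 9, and without replicate 4 the 3 were 606, 107 and 60. With the array as a block they were 13, 25 and 2.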

The endothelial cells are the first hepatic cells in contact with the tumor cells and suffer the initial cell phenotypic transformation [49]. The interaction of the two cell types allows the tumor-cell anchorage to the endothelium and extravasation to the liver parenchyma, triggering the inflammatory cascade involving Ito and Kupffer cells [50].

The low correlation between protein and gene expression could be due to the high level of miRNA regulation, indicated by the enrichment of lower-expressed proteins in the region of middle-expressed genes that could be targeted by miRNAs. *miR-16*, the only miRNA down-regulated in TME endothelial and Ito cells but up-regulated in TME Kupffer cells, is among the miRNAs described as targeting *Brca1* [24].

The commonly up-regulated gene in all TME cells, *BRCA1*, encodes a nuclear phosphoprotein involved in maintaining genomic stability, DNA repair of double-stranded breaks, tumor suppression and in alternative non-homologous end-joining at uncapped telomeres [51]. The encoded protein combines with other tumor suppressors, DNA damage sensors, and signal transducers, forming the BASC complex. Here, we found that *BRCA1* is the last BASC gene activated in the TME. Mutations in *BRCA1* are responsible for approximately 40% of inherited breast cancers and more than 80% of inherited breast and ovarian cancers.

Although BRCA1 mutation is commonly associated with cancer susceptibility, BRCA1 appears also as a key player in physiological situations. BRCA1 expression in lymphocytes varies during the day with higher diurnal amount and depletion during the night, as a response of the cells to the repair mechanism against aggressions and cell wear [52]. BRCA1 was also described as a protector factor in fibroblast exposed to tumor factors avoiding cell malignancy [53]. The role of BRCA1 as a protector against extracellular insults in an inflammatory context during hepatic metastasis was also evidenced in endothelial cells [54]. During metastasis progression, inflammatory molecules and reactive oxygen species concentration increases and damages cell components such as organelles and the nucleus, including the DNA [55]. The response of host-organ cells against the inflammation and high reactive oxygen strain concentration is the expression of protective proteins such as Nrf2 [56].

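The fitted change of the *Brca1* probe, which rests on control values at background, differed between endothelial and Ito cells by -0.46 on the log2 scale (standard error 0.87, limma p 0.602 before adjustment), between endothelial and Kupffer cells by 0.12 (p 0.895) and between Ito and Kupffer cells by 0.57 (p 0.514). Over the alternatives the smallest adjusted p of these differences was 0.918. With 4 arrays per group and this standard error, differences between the cell types of about its size were not detectable.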

The equal up-regulation of *BRCA1* in endothelial, Kupffer, and Ito cells hints at the pivotal role of *BRCA1* as being responsible for the TME in the liver metastases, a role of clinical relevance since liver metastases from patients with CRC express the BRCA1 protein in the three types of TME cells depending on the time of onset of the metastases. Synchronous liver metastases show simultaneous expression of BRCA1 protein in the host cells, whereas metachronous metastases from primary CRCs that were previously diagnosed as non-advanced did not express BRCA1 in these cells. Thus, the simultaneous expression of BRCA1 in endothelial, Kupffer, and Ito cells occurs in tumors that have more quickly invaded the large intestine wall, locoregional lymph nodes, and the liver, i.e., the BRCA1 gene and protein are “turned on” in three key cells types of the liver TME in early-invading tumors but not in late-invading CRCs.

It is difficult to conclude whether the high rate of BRCA1 co-expression in TME is a cause or consequence of the rapid onset of CRC metastases in the liver. In the context of previous studies, it could be inferred that this up-regulation is due to a protective reaction of host cells in the presence of a high hypoxic and inflammatory status detected in rapidly growing tumors [50,52,54,56]. Nevertheless, a pro-tumor role of BRCA1 in TME in the early occurrence of liver metastases cannot be discarded. Studies in primary CRCs and hepatocarcinoma demonstrated that the subcellular location of BRCA1 is associated with a different prognosis, better when the expression is cytoplasmic and worse when it is nuclear [57]. Also, epigenetic changes of *BRCA1* induce a CAF-like state in fibroblasts from healthy tissues, increasing cancer predisposition [58]. Besides, it is known that endothelial, Ito, and Kupffer cells express many cell-surface markers and secrete different soluble factors associated with different steps of metastatic invasion into the liver [48,58,59]. An additional contribution in solving this conundrum is our finding in the Brca1-centered gene-miRNA-protein network that *miR-212-3p* is simultaneously down-regulated in tumor-colonized samples, which we validated by RT-PCR. Interestingly, overexpression of miR-212 inhibits liver and lung metastasis by targeting MnSOD and prevents tumor progression [60].

## 5. Conclusions

In this work, we performed an integrative omics analysis of liver TME dysregulation in gene, miRNA and protein expression comparing healthy and tumor colonized liver sinusoidal endothelial, Ito and Kupffer cells by colorectal cancer cells. Among many dysregulated genes we detected simultaneous overexpression of BRCA1 in all the analyzed hepatic TME cells types. We build a network of dysregulated miRNAs that could interact with BRCA1 to up regulate its expression in the liver TME. To validate the role of BRCA1 in human liver metastasis biopsies, were the expression of BRCA1 in the three cell types was correlated with advanced tumor stage. Further studies on subcellular location of BRCA1, mutations and methylation status of *BRCA1* gene of host cells from liver metastases, and the involvement of these geno- and phenotypic simultaneous changes in metastatic phases, are needed to shed light to the molecular mechanism of BRCA1 in liver metastasis.

## Figures and Tables

**Figure 1:**
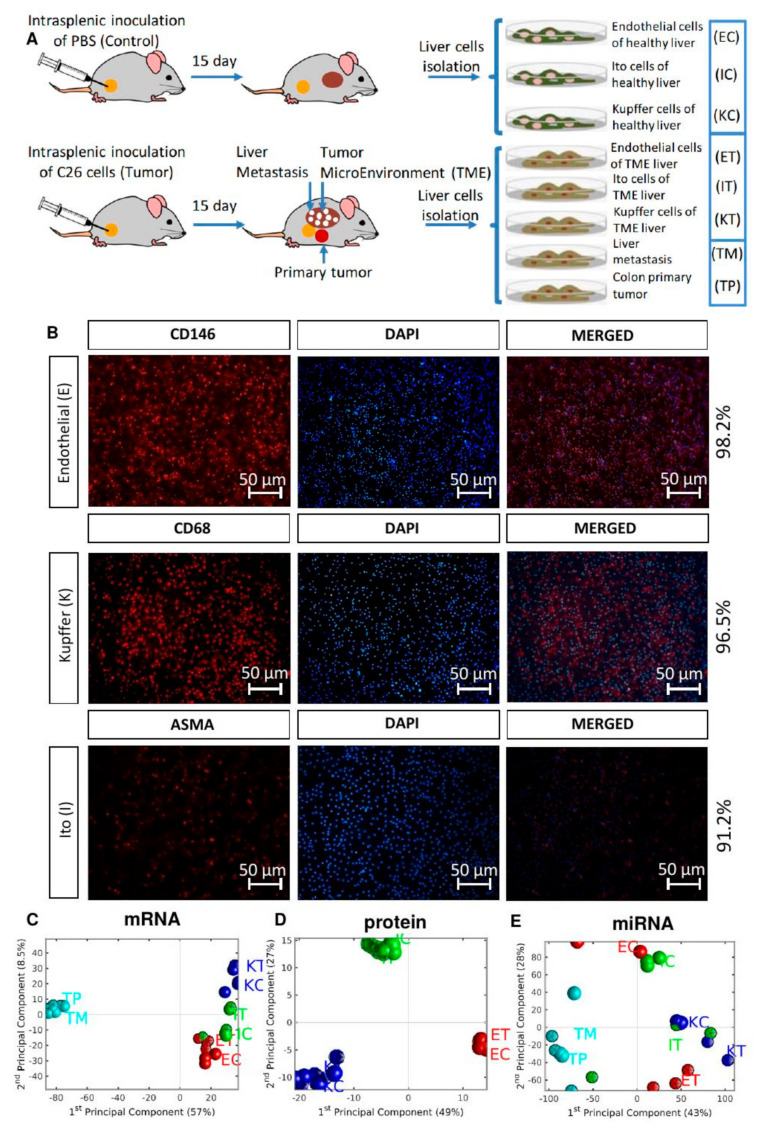
Experimental design and global omics analysis. (**A**) Two groups of mice were inoculated with C26 murine colon cancer cells and with PBS (Control). After 15 days, the mice were perfused, and after PercollV R gradient centrifugation, three types of liver cells were collected, namely liver sinusoidal endothelial cells (E), Ito cells (I) and Kupffer cells (K), from control (C) and TME (T), and isolated to perform omics experiments (gene expression, miRNA expression microarrays and proteomics). TP and TM denote the CRC primary and tumor liver metastasis cells, respectively. (**B**) Cell purity was checked via immunochemistry using specific antibodies to detect endothelial (CD146), Kupffer (CD68), and Ito (ASMA) cells. (**C**–**E**) PCA plots of mRNA, protein and miRNA expression. Red, blue, and green symbols mark endothelial, Kupffer, and Ito cells, respectively. TME cells are depicted with dodecahedra, and controls with spheres. For each mRNA sample we used 4 biological replicates; for each miRNA sample 3 biological replicates, except 2 for ECs and KTs; for the proteomics data we used 9 biological replicates for ECs, 7 for ETs, 6 for ICs and ITs, and 5 for KCs and KTs.

**Figure 2:**
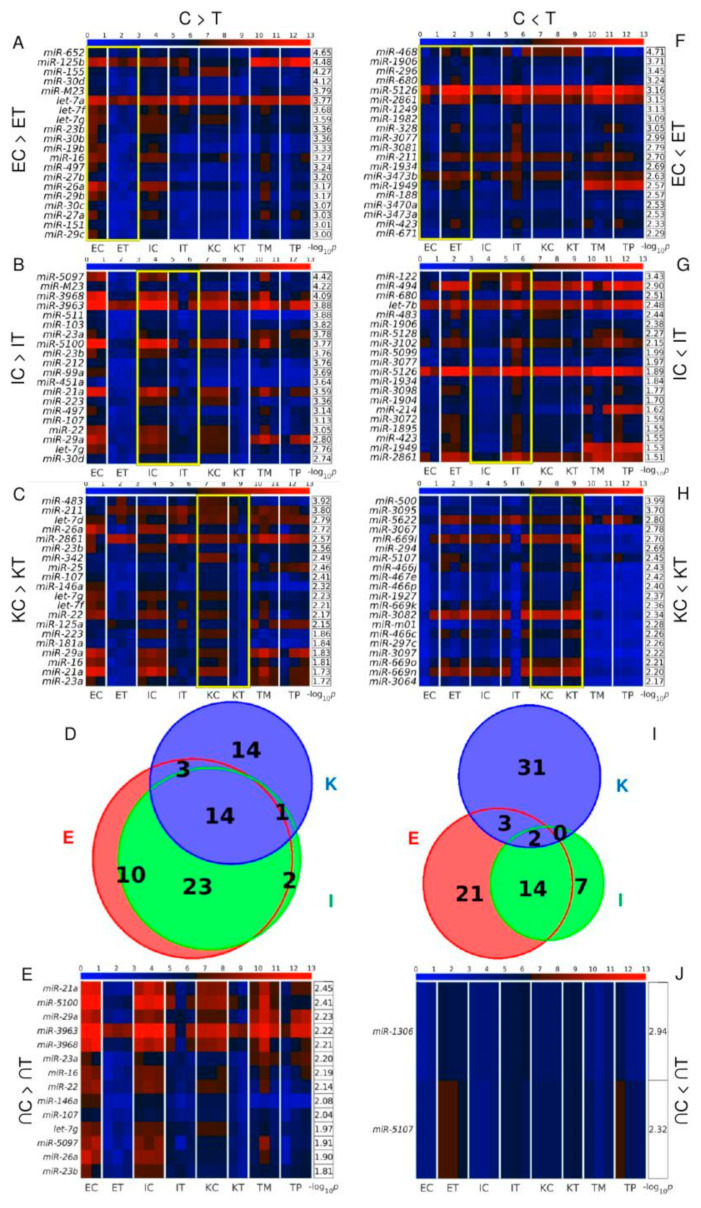
Differentially expressed miRNAs (DEMs) between control and TME cells. Heatmaps of the expression of the 20 top-ranked in decreasing order of significance, TME DEMs: (**A**–**C**) down-regulated, and (**F**–**H**) up-regulated, in endothelial, Ito, and Kupffer cells. Color bars codify miRNA expression on a log_2_ scale. Higher miRNA expression corresponds to a redder color. Yellow frames mark the samples used to find the DEMs. The –log_10_ (*p*-value) of the DEMs are presented in tables to the right of each heatmap. Euler-Venn diagrams of the (**D**) down-regulated and (**I**) up-regulated TME DEMs shared by the endothelial, Ito, and Kupffer cells are shown. Heatmaps of the expressions of the (**E**) fourteen miRNAs down-regulated and (**J**) two miRNAs up-regulated in the three types of TME cells are also shown. The –log_10_ of the average of the *p*-values across the three cell type comparisons are presented in tables to the right of each heatmap. In all subplots, the samples are denoted with E, I, and K for endothelial, Ito, and Kupffer cells, C and T, for control and TME cells, and TP and TM denote the CRC primary and tumor liver metastasis cells, respectively. For each miRNA sample, we used 3 biological replicates except 2 for ECs and KTs.

**Figure 3:**
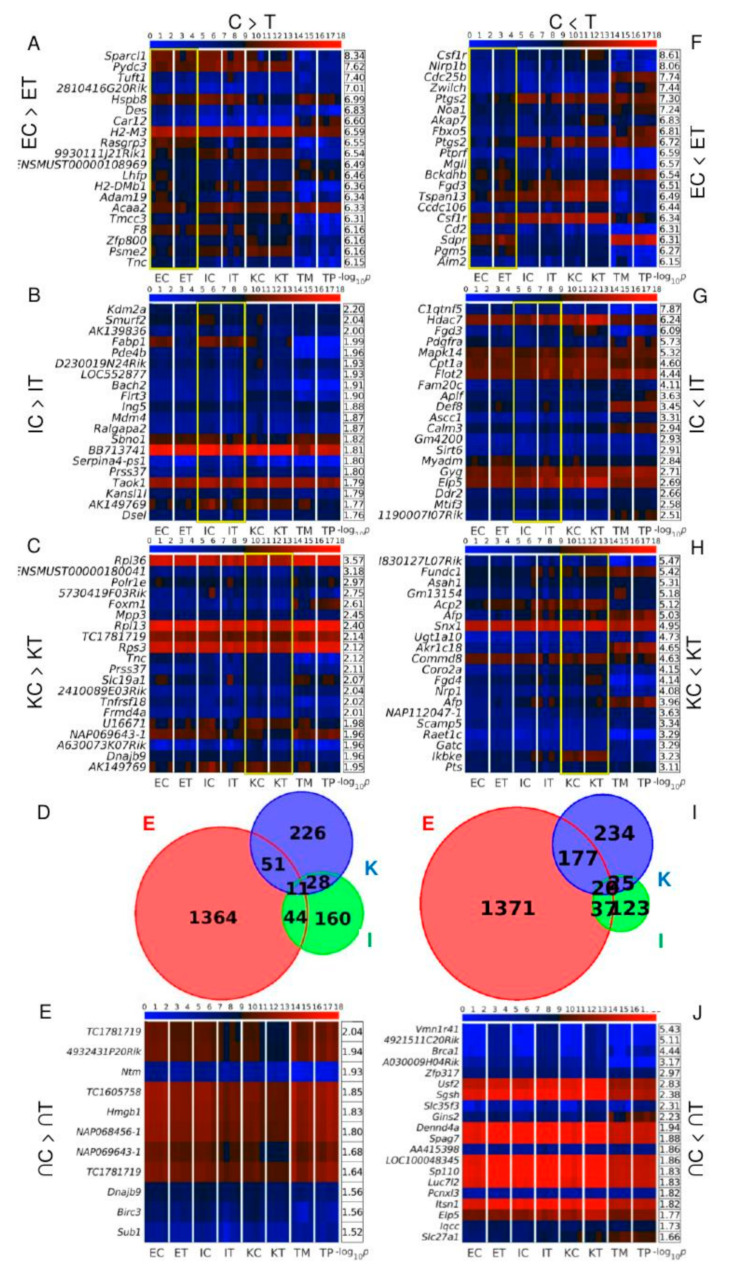
Differentially expressed genes (DEGs) between control and TME cells. Heatmaps of the expression of the 20 top-ranked, in decreasing order of significance, TME DEGs: (**A**–**C**) down-regulated, and (**F**–**H**) up-regulated, in endothelial, Ito, and Kupffer cells. Color bars codify the gene expression on a log_2_ scale. Higher gene expression corresponds to a redder color. Yellow frames mark the samples used to find the DEGs. The –log_10_ (*p*-value) of the DEGs are presented in tables to the right of each heatmap. Euler-Venn diagrams of the (**D**) down-regulated and (**I**) up-regulated TME DEMs shared by the endothelial, Ito, and Kupffer cells are shown. Heatmaps of the expressions of the (**E**) eleven genes down-regulated and (**J**) twenty genes up-regulated in the three types of TME cells are also shown. The –log_10_ of the average of the *p*-values across the three cell type comparisons are presented in tables to the right of each heatmap. In all subplots, the samples are denoted with E, I, and K for endothelial, Ito, and Kupffer cells, C and T for the control and TME cells, and TP and TM denote the CRC primary and tumor liver metastasis cells, respectively. For each mRNA sample, we used 4 biological replicates.

**Figure 4:**
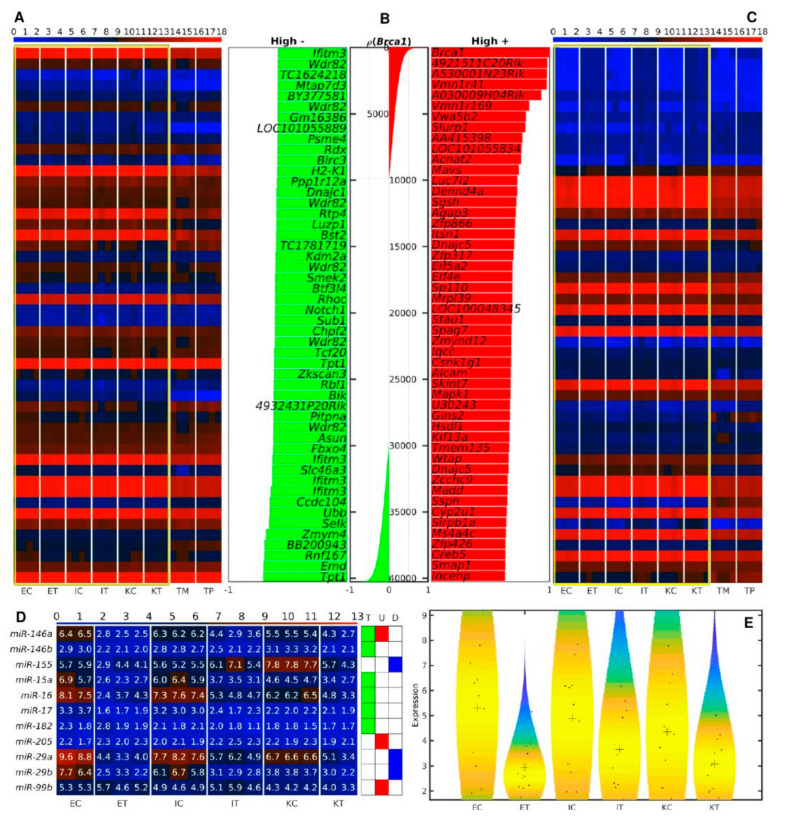
Gene expression correlation with *Brca1*. Heatmaps of the expression of the 50 top-ranked genes: (**A**) negatively or (**C**) positively correlated with the expression of *Brca1 a*cross all samples. Color bars codify the gene expression on a log2 scale. Higher gene expression corresponds to a redder color. Yellow frames mark the samples used to calculate the correlations. (**B**) Bar plots of the gene-expression correlation with *Brca1*. The central panel depicts the correlation of the expressions of all genes with the expression of *Brca1*. Left and right panels represent the correlation of the top 50 negatively- and positively-correlated genes, respectively. Green and red colors represent negatively- and positively-correlated genes, respectively. (**D**) Heatmap of the expression of the known Brca1-related miRNAs [24]. T: miRNAs targeting Brca1, U: miRNAs up-regulated by Brca1, D: miRNAs down-regulated by Brca1. (**E**) Violin plots of the expression distribution of the Brca1-related miRNAs. Black crosses represent mean positions. Black points represent the spread of the expression of the genes used to build the distributions. The samples are denoted with E, I, and K for endothelial, Ito, and Kupffer cells, C and T for control and TME cells, and TP and TM denote the CRC primary and tumor liver metastasis cells, respectively. For each mRNA sample, we used 4 biological replicates, and for each miRNA sample 3 biological replicates, except 2 for ECs and KTs.

**Figure 5:**
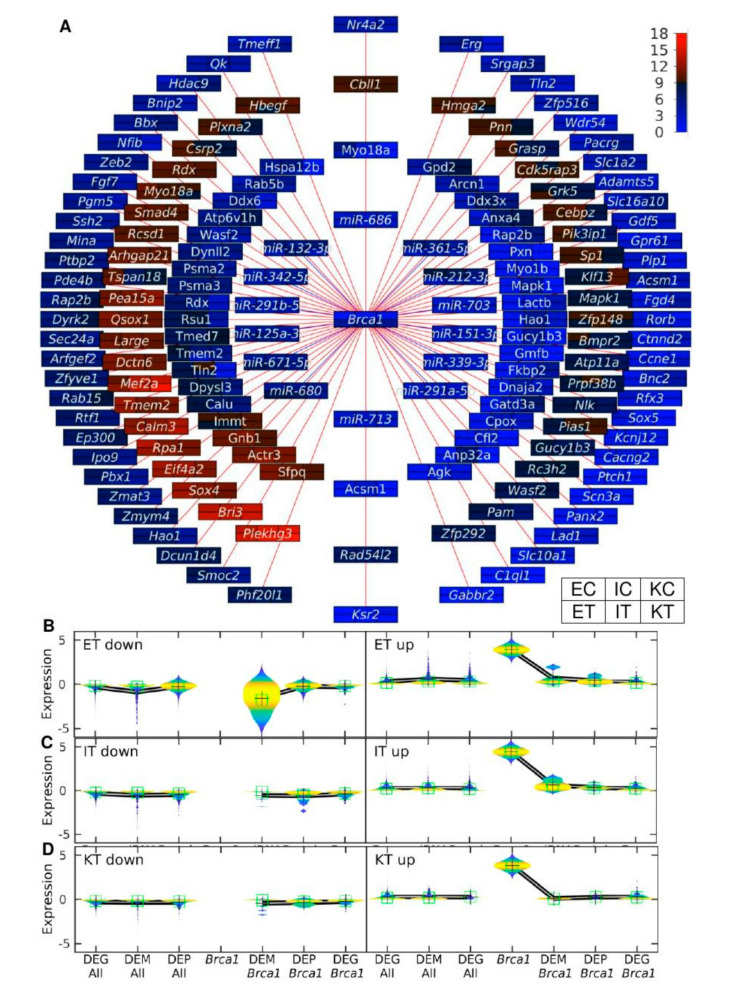
Proposed gene-miRNA-protein network centered in *Brca1*. (**A**) The network center is the gene expression level of *Brca1*. The concentric rings from the center towards the periphery present the expression level of the miRNAs targeting *Brca1*, the protein level of the proteins targeted by such miRNAs, and the expression level of the genes targeted by such miRNAs (the last ring is double), respectively. Each molecule (gene, miRNA, protein) is represented by a rectangle with six colors codifying the expression of the samples in the order given by the legend frame. Higher gene expression corresponds to redder color. Violin plots in endothelial (**B**), Ito (**C**), and Kupffer (**D**) of the distribution of the down- and up-regulated molecules in tumor vs. the control of DEGs, DEMs, and DEPs in all the data and in *Brca1*, miRNA targeting *Brca1*, in proteins, and in genes targeted by such miRNAs. For each mRNA sample, we used 4 biological replicates; for each miRNA sample, 3 biological replicates, except 2 for ECs and KTs; for the proteomics data, 9 biological replicates for ECs, 7 for ETs, 6 for ICs and ITs, and 5 for KCs and KTs.

**Figure 6:**
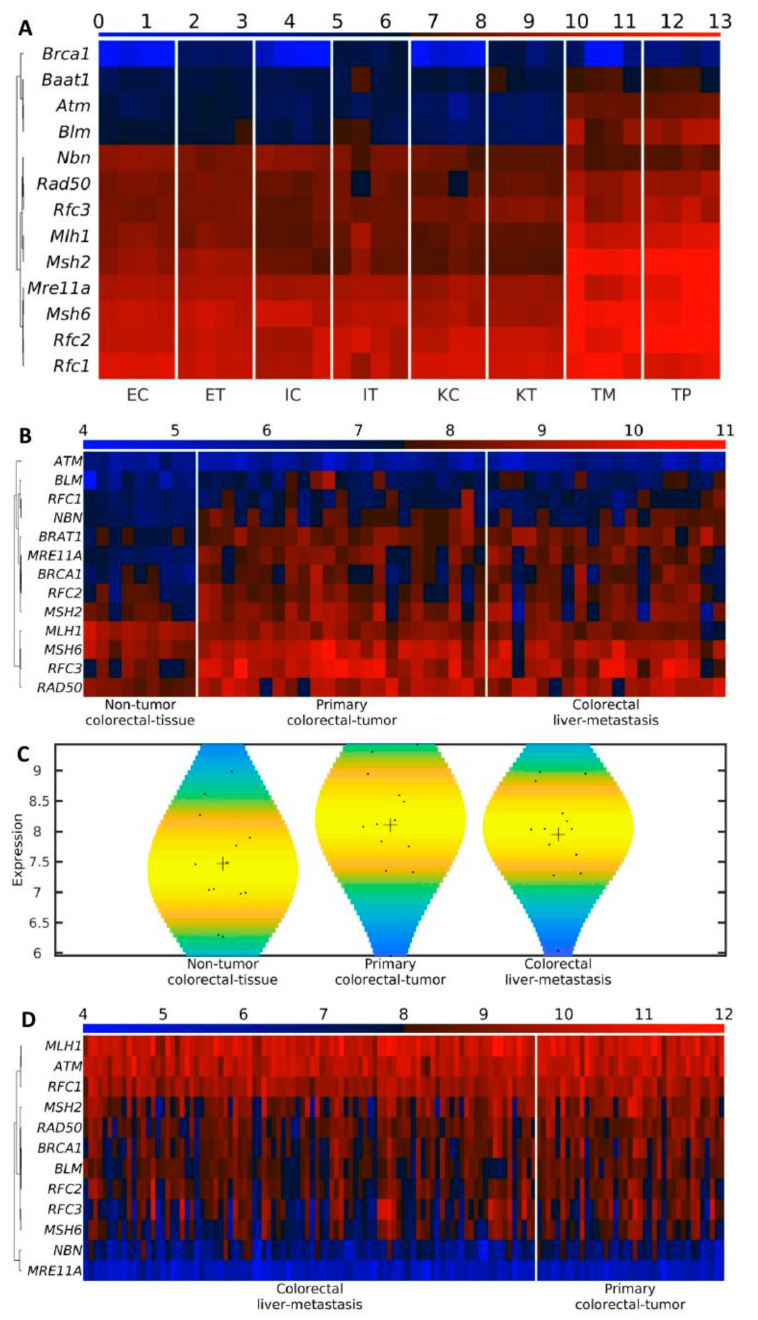
*BRCA1* is the last BASC gene activated in TME. Heatmap of the expression of BASC-related genes in (**A**) mouse liver cell samples. The samples are denoted with E, I, and K for endothelial, Ito, and Kupffer cells, C and T for control and TME cells, and TP and TM denote the CRC primary and tumor liver metastasis cells, respectively. Higher gene expression corresponds to a redder color (for each mRNA sample, we used 4 biological replicates); and (**B**) human non-tumor colorectal tissue, primary colorectal tumor, and colorectal liver metastasis from 51 patients [39]. Higher gene expression corresponds to a redder color. (**C**) Violin plot of the expression distribution of human BASC-related genes. Black crosses represent mean positions. Black points represent the spread of the expression of the genes used to build the distributions. (**D**) Heatmap of the expression of BASC-related genes in human primary colorectal tumor and colorectal liver metastasis from 133 patients [40]. Higher gene expression corresponds to a redder color.

**Figure 7:**
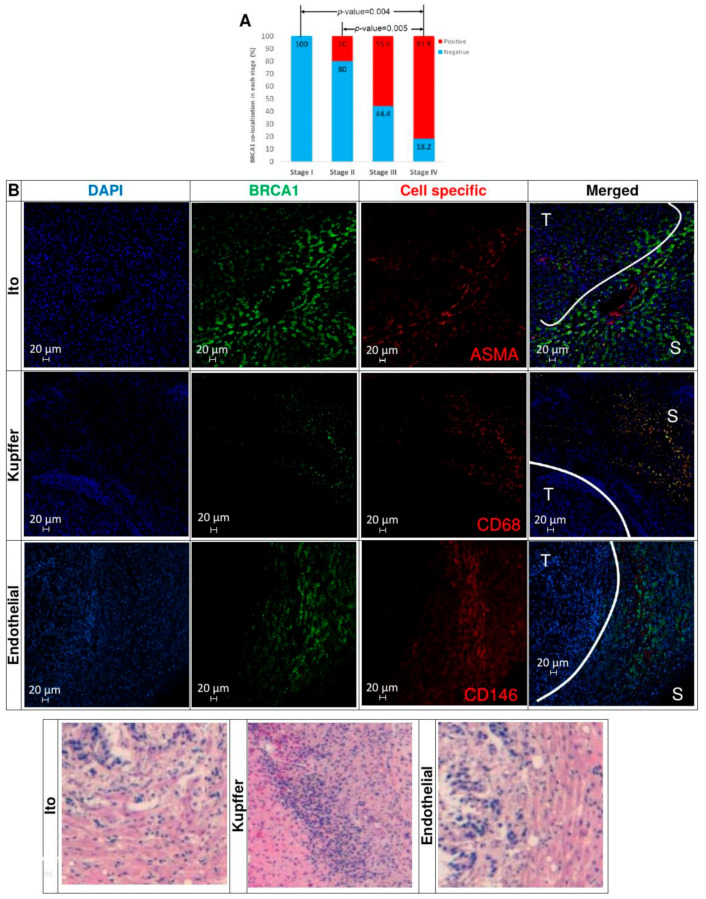
BRCA1 co-localization in TME cells from human CRC liver metastases. (**A**) The percentage of simultaneous BRCA1 expression in endothelial, Ito, and Kupffer cells significantly increases in metastases from Stage IV tumors (synchronous) compared to Stage I and II ones (metachronous). Positive = Co-expression of BRCA1 protein in the three TME cell types. Negative = No expression of BRCA1 in any TME cell type. (**B**) BRCA1 expression is co-localized on Ito, Kupffer, and endothelial cells from liver metastases from CRC categorized as Stage IV at first diagnosis (synchronous). White lines delimit the tumor cell tissue regions (T) from the non-tumoral cell stromal area (S). The last row shows the hematoxylin and eosin staining images.

**Figure 8:**
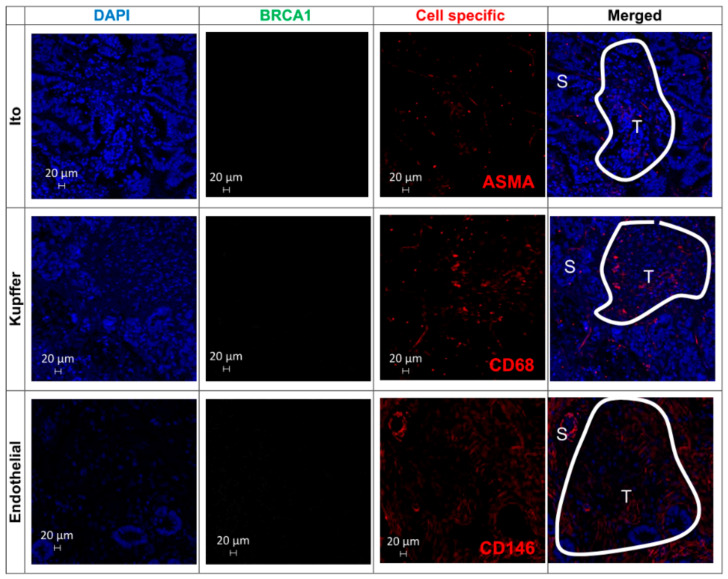
The BRCA1 protein is not expressed in all the TME cells from CRC liver metastases from Stage I patients (metachronous). BRCA1 expression on TMA samples on Ito, Kupffer, and endothelial cells from human CRC liver metastases. White lines delimit the tumor cell tissue regions (T) from the non-tumoral cell stromal area (S).

**Table 1:** Cell activation sequence in the tumor cells (fold change 2 in log_2_ scale). For each mRNA sample, we used 4 biological replicates.

Cell Activation Sequence	*R*	*N*	Genes
Endothelial→Ito→Kupffer	↑	34	*3110047P20Rik, AW060742, A_55_P1964173, A_55_P2091525, Abca17, Armcx3, Atp8a1, B930078G14Rik, Cd300a, Elavl4, Fam160a2, Fdxacb1, Fnbp1, Gm10914, Golga7b, Med13, Nhlh1, Npcd, Rdh1, Slc1a4, TC1648127, Zfp133-ps, chr10:69842010-69842465_F, chr11:53574182-53574644_R, chr14:78214602-78225827_F, chr17:17462450-17488725_R, chr1:138442536-138521080_F, chr1:182686731-182709331_F, chr4:131905739-131910814_R, chr5:74340084-74346709_R, chr6:136440100-136450050_F, chr6:146493273-146493932_R,* *chr8:35143801-35144482_F, chrX:120300373-120302404_F*
	↓	0	
Endothelial→Kupffer→Ito	↑	16	*1300017J02Rik, Aadac, Afm, Ahsg, Apof, C8a, C8b, Cyp2a12, Cyp2d10, Cyp2d26, Habp2, Itih, Itih2, Serpinc1, Serpind1, Ugt2b36*
	↓	11	*Apln, Edn1* (10 probes)
Ito→Endothelial→Kupffer	↑	0	
	↓	1	*Tm4sf4*

*R* is the type of regulation across the cell sequence: ↑ up-regulation, ↓ down-regulation. *N* is the number of transcripts continuously up- or down-regulated across the cell sequence.

**Table 2:** Cell activation sequence in the control cells (fold change 2 in log_2_ scale). For each mRNA sample we used 4 biological replicates.

Cell Activation Sequence	*R*	*N*	Genes
Endothelial→Ito→Kupffer	↑	4	*Igf2bp, Prss46, Slc6a4, Tnfsf4*
	↓	0	
Endothelial→Kupffer→Ito	↑	0	
	↓	0	
Ito→Endothelial→Kupffer	↑	6	*Apob, Beta-s, Clec4b1, Hba-a2, Hbb-b1, Hbb-b2*
	↓	1	*Apol10b*

*R* is the type of regulation across the cell sequence: ↑ up-regulation, ↓ down-regulation. *N* is the number of transcripts continuously up- or down-regulated across the cell sequence.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) [61] and are accessible through GEO Series accession number GSE156431 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156431). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [62] partner repository with the dataset identifier PXD020913.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/9/2380/s1. Figure S1: Pairwise scatter plots of mRNA, miRNA and protein expression, Figure S2: Differentially expressed proteins between control and TME cells, Figure S3: Correlation between gene and protein expression, Figure S4: Heatmap of the RT-PCR expression of the selected miRNAs in Ito and Kupffer cells, Figure S5: The sequence of cell activation during metastasis seems to be Endothelial→Ito→Kupffer, Figure S6: Multiple inflammation-related genes are up-regulated in TME samples, Figure S7: BRCA1 expression co-localization in TME cells from CRC liver metastases.

## Abbreviations

BASC	BRCA1-Associated genome Surveillance Complex
CRC	Colorectal Cancer
DEG	Differentially Expressed Gene
DEM	Differentially Expressed MicroRNA
DEP	Differentially Expressed Protein
EC	liver sinusoidal endothelial cell (E) from healthy/control (C) mice
ET	liver sinusoidal endothelial cell (E) from Tumor microenvironment (T)
IC	Ito cell (I) from healthy/control (C) mice
IT	Ito cell (I) from Tumor microenvironment (T)
KC	Kupffer cell (K) from healthy/control (C) mice
KT	Kupffer cell (K) from Tumor microenvironment (T)
miRNA	microRNA
TM	Tumor liver Metastasis
TME	Tumor Microenvironment
TMA	Tissue Microarray
TP	CRC Primary Tumor

How the deposited data were processed for this re-analysis (not part of the article)

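The mRNA of control and TME endothelial, Ito and Kupffer cells of the mouse liver, of CRC primary tumors (TP) and of tumor liver metastases (TM) was measured on 16 two-colour Agilent arrays, 8 on each of 2 slides, with 4 samples in each of 8 groups. Each array carried one Cy3 and one Cy5 sample. Control and TM samples carried Cy3 and TME and TP samples Cy5 throughout, so no dye was swapped. The groups, dyes and replicate numbers were taken from the sample labels. The pair of scanner outputs given for the samples of an array were the same file, and each sample was read from its own channel.

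The authors deposited the intensities of Agilent's Feature Extraction program for each spot and channel, among them the mean signal, the local background and a processed signal that is corrected for background and scaled between the dyes. They also deposited a table of intensities per probe and sample, on the linear scale, which follows the quantile-normalized processed signal and was used as an alternative. From the scanner output, control spots and spots marked as outliers in a channel were left out, the log2 of the processed signal was taken, spots of the same probe were averaged, and the 32 channels were quantile normalized, the method the paper names. The result covers 55681 probes, of which 55561 have a value in all channels. No spot was saturated. The share of the 59305 spots well above background lay between 38.4 and 57.1% per channel. The lowest share was that of TP replicate 4, and among the liver cells those of TME Ito replicate 2 and control Kupffer replicate 3 were the lowest. The number of arrays, 4 per group, limits the precision.

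Differences between TME and control and between TP and TM were tested with limma (lmFit and eBayes) in a single fit of all 32 channels to the 8 groups, with Benjamini-Hochberg adjustment over all probes. A probe was called higher or lower at an adjusted p under 0.001 and a difference of at least 4-fold, the selection and significance thresholds the paper states. The paper's text does not say on which scale the selection threshold of 4 was set, and a 16-fold minimum was tried as an alternative. Differences of the change between cell types were tested as contrasts of the same fit at an adjusted p under 0.05. Sequences of cell types were counted on group means with a difference of at least 2 on the log2 scale at each step. Principal components were computed on the centred log2 values of the 55561 complete probes. Relations to *Brca1* were computed within the TME and within the control channels with 100000 permutations. For a single probe, an exact permutation test of 4 channels against 4 was used.

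Named are the mouse genes the paper's text and Tables 1 and 2 name for the mRNA arrays. Named further are, for each cell type, the 3 probes with the largest rise and the 3 with the largest fall by the fitted difference among those called, well above background on all 4 arrays of the higher group and changed the same way on all 4 arrays, and the 6 probes with the largest mean change among those called in all 3 cell types. Some genes that meet this rule are not reported here. For a gene with several probes, the probe with the highest variance over all channels was used. Gene names are those of the array files. Probe coordinates are those of mm9, as the files give them. Lists of marker genes for hepatocytes, neutrophils, erythrocytes, endothelial cells, macrophages, stellate cells and cycling cells were written down before the tests on them.

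The alternatives were normexp background correction with an offset of 50 followed by quantile normalization, the same correction followed by loess within arrays and Aquantile between arrays, scaling to the 75th percentile, the deposited table, a filter that keeps probes well above background on all 4 arrays of at least 1 group, the array as a block, only the groups compared in the fit, an equal-variance t-test per probe, other thresholds, subtraction of the difference between TP and TM, and each replicate number left out in turn. The steps were tested on simulated data in which 200 of 55561 probes were changed by 4 on the log2 scale: the fit to all groups recovered 93.5% of them in endothelial, 92.5% in Ito, 98.0% in Kupffer and 94.0% in tumor comparisons, with 0 false calls. The simulated noise was normal, with the same spread of a probe in all groups, as this fit assumes. It held no dye effect and no reversed array, so it does not show how often the fit errs in the real data. The miRNA, protein, RT-PCR, tissue and patient data of the paper were not analysed here. The programs were R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.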

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

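Of the tests in this part, those on array 4, on the dyes in TP and TM and on other groupings of the samples for the differences between cell types were chosen only after the results were seen. The test of other groupings for the number of probes that differ between TP and TM was set beforehand.

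In 27 of 104 groups of 4 channels, one channel lay far from the others by Dixon's test, where chance gives about 1 in 20 groups. Most of these channels are from replicate 4 of the Ito and Kupffer cells. In control Ito replicate 4, *S100a8* lay at 12.05, *S100a9* at 13.22, *Orm1* at 11.94 and *Orm2* at 12.76 on the log2 scale, above the other 3 control Ito channels, and *Sp110* at 11.08, *Edn1* at 4.66 and *Apln* at 3.02, below them. In TME Ito replicate 4, *Orm1* lay at 9.40, below the others. In control Kupffer replicate 4, *S100a9* lay at 12.84, above the others. In TME Kupffer replicate 4, *S100a4* lay at 6.54, *S100a8* at 10.72, *S100a9* at 9.78, *Orm2* at 7.35 and *Apln* at 7.35, below the others, and *Edn1* at 9.76 and *Tm4sf4* at 6.21, above them.

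On these arrays the difference between TME and control ran opposite to the other arrays of the same cell type, with correlations of -0.66 in Ito and -0.60 in Kupffer cells across 17050 probes. A weak or failed hybridization is argued against by the signal: the lowest share of spots well above background on array 4 of these cells was 46.3%, within the range of the other arrays of that group. A candidate explanation is that the control and TME samples of array 4 were exchanged between the channels in both cell types. Such an exchange needs both partners out of place. The control Ito channel of array 4 lay nearer to the TME than to the control channels of arrays 1 to 3 (distance 0.43 against 0.67) and its TME channel nearer to the control channels (0.30 against 0.57). For Kupffer cells the distances were 0.22 against 0.51 for the control channel and 0.37 against 0.42 for the TME channel. By the same measure, with array 4 among the others, the TME Ito channels of arrays 1 and 3 also lay somewhat nearer to the control channels (0.49 against 0.55 and 0.44 against 0.51), so the distances of the TME Ito channel alone decide little. Since the pattern was found and tested in the same data, this remains a hypothesis, and a difference between the animals of replicate 4 stays open and untested. All results are reported under the labels.

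In replicate 2, *Edn1* lay at 13.29, *Apln* at 11.67, *Tm4sf4* at 9.40 and *S100a4* at 11.96 in TME endothelial cells, and *Tm4sf4* at 11.83 in TME Ito cells, each above the other channels of its group. In TM replicate 4, *S100a9* lay at 8.79, and the other TM channels at about 1.80, not well above background. Control Kupffer replicate 3 had 44.6% of spots well above background and a dye scaling factor of 3.42, TP replicate 4 had 38.4% of spots well above background, and the slope of the spike-in controls on endothelial array 3 was 0.882, a value shared by its control and TME channels. No explanation, technical or biological, was tested for these.

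The change from control to TME differed between endothelial and Ito cells for 65 probes (14 with the larger value in endothelial and 51 in Ito cells), between endothelial and Kupffer cells for 48 (10 and 38) and between Ito and Kupffer cells for 2 (1 and 1), by limma at an adjusted p under 0.05. The 4 array differences of each cell type were regrouped with those of the other, and the real grouping gave counts of 13, 25 and 2. For endothelial against Kupffer cells 1 of 35 groupings gave a count as large, the smallest share that 35 groupings allow. The next largest count there was 0, which argues against chance. For endothelial against Ito cells 2 of 35, and for Ito against Kupffer cells 5 of 35, gave a count as large, so that chance cannot be excluded. Without replicate 1 the counts for endothelial against Ito and against Kupffer cells were 6 and 9, and without replicate 4 the 3 counts were 606, 107 and 60. The Kupffer cells lay on another slide than the endothelial and Ito cells, though TME and control shared each array.

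Between TP and TM, a comparison the paper does not report, 217 probes were higher and 9 lower in TP by limma at an adjusted p under 0.001 and 4-fold. Of the 35 groupings of these channels, 1 gave as many, the real one, the smallest share that 35 groupings allow. Among the probes with a value in all channels the next largest count was 142 against 225, so that chance is not excluded. The TM channels were not uniform: in the hierarchical clustering, replicates 1 and 4 lay with the TP channels and replicates 2 and 3 apart. A bias between Cy5 and Cy3 stays open and cannot be told apart from a difference between primary tumor and metastasis, since TP carried Cy5 and TM Cy3: of the 217 probes, 77.4% were also higher in Cy5 in all 3 liver cell types, against 19.6% of 26393 probes matched on level, and 199 of the 217 were not well above background in any TM channel. With normexp, 0 probes were higher and 0 lower by limma, and with the processed signal the t-test with adjustment gave 11 and 0. At an unadjusted p under 0.05 from limma with a 4-fold minimum they were 497 and 122.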

How the results depend on the processing

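The alternatives were chosen before the data were examined, except those on the difference of the change between cell types and the t-tests with unadjusted p, which were chosen only after the results were seen.

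Principal component 1 carried 55.4% of the variance, 54.1% with the 75th percentile and 55.3% with the deposited table, and 54.5 to 57.8% with a replicate left out. It moved to 64.8% with normexp, 65.6% with loess and Aquantile and 66.1% with the filter on dim probes. The cause was not tested.

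With normexp in place of the processed signal, 3 probes were higher and 9 lower in endothelial TME cells (58 and 37 with the processed signal), 0 and 0 in Ito (53 and 0), 0 and 0 in Kupffer (63 and 0), 0 and 0 in TP against TM (217 and 9), and 0 higher in all 3 cell types (28). With loess and Aquantile the counts were 4 and 15 in endothelial cells and 0 in each of the other comparisons by limma. At an unadjusted p under 0.05 with the processed signal, limma gave 173 and 188, 120 and 34, 121 and 5, and 497 and 122, and the t-test with adjustment gave 28 and 5 in endothelial cells, 1 and 0 in Ito, 0 and 0 in Kupffer, 11 and 0 in TP against TM, and 0 in all 3 cell types. Normexp adds an offset of 50 before the log is taken, which compresses the differences of dim probes by construction. With the 75th percentile 83 were higher and 47 lower in endothelial cells, 1 was lower in Kupffer cells, and 3 were lower in TP. The deposited table gave 57 and 35, 51 and 0, 62 and 0, 216 and 11, and 28. With the filter on dim probes 128 were higher in TP than TM.

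With only the groups compared in the fit, 65 probes were higher and 41 lower in endothelial cells, and 6 probes were higher in Ito, 7 in Kupffer, 57 in TP and 0 in all 3 TME cell types, with 0 lower in TP. In simulated data the t-test recovered 31.0, 27.0, 43.5 and 34.5% and the fit of the groups compared 63.5, 61.0, 64.0 and 62.0% of changed probes in endothelial, Ito, Kupffer and tumor comparisons, against 93.5, 92.5, 98.0 and 94.0% in the fit to all groups. The simulated spread of a probe was the same in all groups, the assumption of the fit to all groups, so these shares may not hold for the real data. The counts of Ito and Kupffer cells fell by more than these shares, and the cause was not tested. The t-test at an unadjusted p under 0.05 with 4-fold gave 178 higher and 189 lower in endothelial cells, 85 and 2 in Ito, 115 and 0 in Kupffer, and 278 and 56 in TP against TM, and at an unadjusted p under 0.001 it gave 117 and 129 in endothelial cells.

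With an adjusted p under 0.05 in place of 0.001, 104 probes were higher and 123 lower in endothelial cells, 96 were higher in Kupffer cells, 35 were higher and 0 lower in all 3, and 62 were lower in TP. With no minimum fold 58 were lower in endothelial, 2 in Ito and 2 in Kupffer cells and 26 in TP. With a 16-fold minimum 2 were higher and 1 lower in endothelial cells, 6 were higher in Ito, 6 in Kupffer and 26 in TP, 2 in all 3 cell types, and 0 lower in TP. A stricter or looser limit changes a count by construction.

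After subtraction of the difference between TP and TM, 12 probes were higher in endothelial TME cells, 17 higher and 47 lower in Ito, 22 and 73 in Kupffer, and 6 higher and 23 lower in all 3. This also changed the sign of the transcript on chromosome 13, to -1.73 in endothelial, -0.48 in Ito and -0.73 in Kupffer cells, and of the one on chromosome 8 in endothelial cells, to -0.026. The cause was not tested.

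With a replicate left out, the higher probes numbered 27 to 46 in endothelial cells, 31 to 164 in Ito, 30 to 67 in Kupffer and 14 to 28 in all 3, and the lower probes 9 to 21, 0 to 63, 0 to 10 and 0. In TP 165 to 178 were higher and 3 to 19 lower. The highest counts in Ito and Kupffer cells, 164 and 63 in Ito and 67 and 10 in Kupffer, were those without replicate 4. Of the higher probes, 34 of 58 in endothelial, 44 of 53 in Ito, 43 of 63 in Kupffer cells and 155 of 217 in TP were also higher without replicate 4.

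Control and TME channels of the same number share an array. The correlations of their deviations from the group means lay between 0.04 and 0.40 in endothelial cells and between -0.65 and 0.23 in the other comparisons, with the lowest on array 4 of the Ito and Kupffer cells, so not all pairs deviate together, and whether the samples are paired in another way was not tested. With the array as a replicate block, 40 probes were higher and 12 lower in endothelial cells, 38, 56 and 210 higher in Ito, Kupffer and TP, 2 lower in TP, and 24 higher in all 3. The change of *Brca1* stayed at 3.99, 4.44 and 3.87 in endothelial, Ito and Kupffer cells, with an adjusted p of 0.00857, 0.00530 and 0.0135. Slide as a block changes no difference between TME and control, as both lie on one array, and gives no value of its own.

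The values below are differences of the fit, which rest on control values at background. The *Brca1* probe was higher in TME cells of the 3 types in all alternatives. It passed both limits with the 75th percentile, the deposited table, the filter, an adjusted p under 0.05 and no minimum fold. With normexp its change was 1.12, 1.49 and 1.21 and with loess and Aquantile 1.30, 1.39 and 1.18, under 4-fold though past the limit on p. After subtraction of the difference between TP and TM it was 2.49, 2.95 and 2.37, with an adjusted p of 0.236, 0.197 and 0.461. It missed the limit on p with the replicate block in all 3 cell types, as given above, with the groups compared alone in Ito (0.0171) and Kupffer cells (0.0171), with the t-test there (0.0233 and 0.0863), and the 16-fold minimum in endothelial and Kupffer cells, where it was 3.99 and 3.87. With a replicate left out the change was 3.89 to 4.18 in endothelial, 4.12 to 4.86 in Ito and 3.55 to 4.28 in Kupffer cells, and it missed the limit on p in all cases except Ito cells without replicate 1. Over the alternatives the adjusted p lay between 1.03e-05 and 0.236, 1.41e-05 and 0.197, and 0.00011 and 0.461. No other *Brca1* probe could be tried, as the array has none.

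The difference of the change between endothelial and Ito cells, 65 probes, moved to 115 with normexp, 245 with loess and Aquantile, 13 with the replicate block and 6 to 606 with a replicate left out. For endothelial and Kupffer cells, 48 probes, it moved to 157 with loess and Aquantile, 25 with the block and 9 to 107. For Ito and Kupffer cells, 2 probes, it was 0 with normexp, with loess and Aquantile, with the 75th percentile and with the filter by limma, and 0 to 60 with a replicate left out. The highest of these, 606, 107 and 60, were without replicate 4, and the lowest of the first 2, 6 and 9, without replicate 1. The cause was not tested.

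The 36 probes rising from endothelial to Ito to Kupffer TME cells became 20 with normexp, 21 with loess and Aquantile, 442 with a difference of 1 per step and 7 to 40 with a replicate left out, the lowest without replicate 2. The 6 of control cells became 0 with normexp and with loess and Aquantile, 488 with a difference of 1 per step and 5 to 10 with a replicate left out. The 30 rising from endothelial to Kupffer to Ito TME cells became 5, 4 and 201, and 12, 65, 8 and 34 without replicates 1 to 4. The 7 of control cells became 2, 0 and 199, and 3 with a limit on p at each step. The cause was not tested.

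None of the 10 relations to *Brca1* passed an adjusted p of 0.05 in any alternative. Of the remaining values, on single named probes and the smaller sequences, 2106 kept their side of the limits, or for counts stayed within 1.5 times, 93 lost and 16 gained a call, 49 counts moved by more than 1.5 times and the 4 named above, which had been called, changed sign. Of 133 named changes 19 were called, and 37 that were not called had a change of sign in at least 1 alternative. Signal over background limits these results: 49 of 58, 46 of 53 and 59 of 63 higher probes in endothelial, Ito and Kupffer cells were not well above background in the control cells, so the size of their change depends on the background correction.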

Differences from the paper's values

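Of the values in this part, the count of probes lower in all 3 cell types without replicate 4 at an adjusted p under 0.05 was the one added only after the results were seen.

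In endothelial cells the paper's counts are 1371 transcripts up-regulated and 1364 down-regulated in TME cells, and 58 and 37 probes were called here. None of the alternatives set before the data were examined comes within 1.5 times of either, the highest being 104 and 123 at an adjusted p under 0.05. Figure 3 places the paper's counts in the part of its diagrams for endothelial cells alone, where 23 and 37 probes fell here.

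For transcripts down-regulated in all 3 TME cell types the paper's count is 11, and 0 probes were called here by limma, with 0 at an unadjusted p under 0.05 and 0 by the t-test. Of the alternatives set before the data were examined, subtraction of the difference between TP and TM gave 23 and the others 0. Without replicate 4 and with an adjusted p under 0.05, a combination chosen after the values were seen, 9 were lower, which is within 1.5 times of the paper's count.

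For transcripts rising from endothelial to Kupffer to Ito TME cells the paper's count is 16, and 30 probes rose here. Of the alternatives set before the data were examined, only the one without replicate 1, with 12, comes within 1.5 times; the others gave 4 to 201. For transcripts rising from Ito to endothelial to Kupffer control cells the paper's count is 6, and 1 probe rose here, *Ptpn5*. Here only the alternative without replicate 4, with 4, comes within 1.5 times, and the others gave 0, 1 or 48. All 6 transcripts that Table 2 lists for that rise, *Apob*, *Beta-s*, *Clec4b1*, *Hba-a2*, *Hbb-b1* and *Hbb-b2*, were instead among the 7 control probes that rose here from endothelial to Kupffer to Ito cells, and the one it lists for the fall, *Apol10b*, was the probe that fell in that sequence.

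The paper lists *Sp110* among the genes up-regulated in all TME cells. The probe used here changed by -0.43, -0.20 and -0.0027 in endothelial, Ito and Kupffer cells on the log2 scale. Of the other 2 probes, one rose by 0.98, 0.59 and 1.14, with an adjusted p of 0.0309, 0.391 and 0.0172. The paper states that *S100a4*, *S100a8* and *S100a9* were up-regulated in all TME samples and *Orm1* and *Orm2* in Ito and Kupffer TME cells. On array 4 of the Ito and Kupffer cells TME was below control in 10 of the 10 differences of these genes. None of the 5 genes passed both limits with all replicates. Without replicate 4, *S100a9* passed both in endothelial, Ito and Kupffer cells, *S100a8* in endothelial and Ito cells and *Orm2* in Ito cells, and with only the groups compared in the fit *S100a8* did in endothelial cells. At an adjusted p under 0.05 without replicate 4, *S100a8* in Kupffer cells, *S100a4* in Ito and Kupffer cells, *Orm1* in Ito cells and *Orm2* in Kupffer cells were higher as well. The paper reports *Edn1* as up-regulated in endothelial TME cells, where it was 1.70 higher on 4 of 4 arrays with an adjusted p of 0.335, and of 0.0413 with normexp and 0.0275 with loess and Aquantile.

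According to the paper all BASC genes increased in the tumor samples, and 9 of the 10 reported here did, with *Nbn* at a difference of -0.64. For *Rad50* the paper describes a progressive decrease from endothelial to Ito to Kupffer cells, and in TME cells the levels were 9.05, 8.39 and 8.52. Table 2 lists no transcripts of control cells along the endothelial, Kupffer and Ito sequence, where 7 rose and 1 fell here, namely those above and *Slc2a2*. All 36 probes rising along the endothelial, Ito and Kupffer sequence in TME cells also rose in that order in control cells, with median steps of 2.81 and 1.44.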

Other observations

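Of the tests in this part, those on tumor RNA and cycling cells behind *Brca1*, on the Cy5 channel of the liver cell arrays, on the probes that are not well above background in TP, on erythrocyte RNA behind the globin probes, on other groupings for the probes higher in all 3 cell types and for the rising sequence, and on GT repeats were chosen only after the results were seen. The test on tumor RNA behind *S100a4* was set after the data had been looked at and before its result was seen. The others were set before the data were examined.

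The probes called in endothelial, Ito and Kupffer cells were counted again over the 35 groupings of their 8 channels. In endothelial and in Kupffer cells 1 of 35, the real one, gave as many, the smallest share that 35 groupings allow. The next largest count in endothelial cells was 2 against 95, which argues against chance. In Kupffer cells it was 38 against 63, and chance is not excluded there. In Ito cells 2 of 35 gave as many, and chance cannot be excluded. The larger count, 249 against 53, came from the grouping with the channels of replicate 4 exchanged. No correction was made for the number of such tests. For the 28 probes higher in all 3 cell types, 1 of 100 groupings gave as many, the real one. The next largest count was 0, which argues against chance.

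A bias between Cy5 and Cy3 for the 28 probes was tested on the tumor arrays, where TP carried Cy5 and TM Cy3. TP was above TM for 75% of them, against 46.4% of 6855 probes of similar level, and 57.1% were called higher in TP, against 1.24%. For 13 of the 28 probes no TP channel was well above background, so the tumor arrays decide nothing about a bias for these. For the 28 probes a bias and an effect of the TME cannot be told apart. A second candidate explanation is the Cy5 channel of the liver cell arrays and not the TME. Its test rests on array 4 of the Ito and Kupffer cells, which may hold exchanged samples. Of 47 probes higher in all 3 cell types on replicates 1 to 3 at an adjusted p under 0.05, a wider limit than that of the 28, 33 were dim in the control cells, and 29 of these were higher in Cy5 on array 4 of both Ito and Kupffer cells. The probes *Stfa2l1*, *Stfa1* and *Cd8b1* were lower on both, as were the 2 that were bright in all channels, and of the 12 between these classes 7 were higher and 5 lower on both. At the limit of the 28 probes, 24 were higher on replicates 1 to 3, of which 20 were dim, and 17 of these were higher and 3 lower on both. Because 29 dim probes were higher in Cy5 on both and 3 were lower on both, and the exchange itself is a hypothesis, these tests leave this explanation open.

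For *Brca1*, RNA of tumor cells in the TME cell fractions is argued against, since the lowest TME group mean was 1.54 above the mean of the tumor channels on the log2 scale. A dye bias for this probe cannot be told apart from the TME. TP exceeded TM by 1.50, with 2 of 4 channels well above background in each, and the tumor arrays differed in direction. On arrays 1 and 4 TM lay above TP, at 6.28 against 5.50 and 5.36 against 5.13, which runs against a Cy5 bias. On arrays 2 and 3 TM lay below TP, at 2.27 against 5.27 and 2.18 against 6.20. The signal of a single probe cannot be set against another, as the array holds 0 other *Brca1* probes. More cycling cells in the TME fractions stay open. The median change of 7 cycling markers was 1.39 in endothelial, 0.96 in Ito and 0.30 in Kupffer cells, and on Ito array 4 it was -0.60 whereas *Brca1* rose. The Cy5 channel of the liver cell arrays is also a candidate explanation for *Brca1*: if the samples of array 4 were exchanged, its differences there, 5.43 in Ito and 4.24 in Kupffer cells on the log2 scale against control values at background, followed the dye and not the TME. If they were not exchanged, these differences have the direction of the other arrays. A rise of the *Brca1* transcript in the TME stays among the open explanations.

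The differences of *S100a4*, *S100a8*, *S100a9*, *Orm1* and *Orm2* do not follow the Cy5 channel, as TME was below control in 10 of 10 differences on array 4. For *S100a8* and *S100a9*, neutrophils in the TME cell fractions are a candidate explanation: the median change of 8 neutrophil markers was 1.28 in endothelial, 1.37 in Ito and 0.52 in Kupffer cells, and on array 4 of the Ito and Kupffer cells it was -2.48 and -1.73, the direction of the *S100a* genes there. Infiltration by such cells and expression in the liver cells themselves were not told apart by another test. For *Orm1* and *Orm2*, hepatocyte RNA in the cell fractions stays open and was not tested. The median change of 12 hepatocyte markers on array 4 was -1.33 in Ito cells, the direction of these genes there. In Kupffer cells it was 0.68, the opposite direction. For *S100a4*, RNA of tumor cells stays open: 36 other probes bright in the tumors gained a median of 0.0403, 0.0483 and 0.00972% of their tumor level in endothelial, Ito and Kupffer TME cells, against 0.457, 0.277 and 0.114% for *S100a4*, and its share lay within their spread, with 95th percentiles of 0.612, 0.330 and 0.140% and 5, 4 and 3 of the 36 at or above it.

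Hepatocyte RNA in the cell fractions is a candidate explanation for most of the 30 probes rising from endothelial to Kupffer to Ito TME cells, though not for the 5 globin probes among them. Of 12 hepatocyte markers, 11 rose in this order, with median steps of 1.12 and 2.36 against 2.20 and 2.19 for the 30 probes, and 1 marker, *Fgg*, was among the 30. The globin probes, *Hba-a1*, *Hba-a2*, *Hbb-b1*, *Hbb-b2* and *Beta-s*, were set apart after their values were seen. For these, erythrocyte RNA in the cell fractions is a candidate explanation that stays open: of the 5 erythrocyte markers that are not globins, 2 were well above background on at least 12 of the 24 liver cell channels, and both rose in this order, *Alas2* with mean log2 levels of 4.53, 6.48 and 9.24 and *Slc4a1* with 4.64, 5.55 and 5.84. *Alb* had mean log2 levels of 12.54, 13.88 and 16.22 in endothelial, Kupffer and Ito TME cells. The step to Kupffer cells cannot be told apart from a difference between slides.

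The count of 36 probes rising from endothelial to Ito to Kupffer TME cells was reached by 1 of 100 groupings of the 12 channels, the real one. The next largest count was 4. The groupings mixed channels of the 3 cell types, which differ in any case. The median correlation between channels was 0.965 between different liver cell types and 0.984 within a group. The Kupffer channels also lay on another slide. The test therefore shows only that the channels differ by cell type or slide, and it does not bear on this order. A candidate explanation is signal of RNA that pairs with a GT repeat in the probe and not of the named transcripts. Of the 36 probes 30 hold a run of 8 or more alternating G and T bases, and *AK157330* holds none. Outside the list, 72.7% of the probes with such a run and 98.2% of those with a run of 12 or more rose in this order in TME cells, against 20.6% of probes with a shorter run, and the share stayed between 72.3 and 74.3% with the other normalizations. In control cells 58.9% rose, against 18.7%. Probes with such a run were also higher in TME in all 3 cell types in 75.5% of cases, against 21.6%. On array 4 their median deviation from the probe's mean was 1.33 in TME and 0.89 in control Ito cells and 1.63 and 1.13 in Kupffer cells, so they stayed higher in Cy5 there, and in the tumor channels it was between -2.15 and -1.66. Of 41 other probes with the same names as the 36, which hold no such run, 7 were well above background on all 12 TME channels, and of these 0 rose by 2 or more at both steps, with median steps of -0.09 and 0.51 against 2.44 and 2.55 for the 36. Other probes can measure other transcripts of a gene. Runs of 8 to 9 bases rose in 40.0% of cases only. RNA with such repeats may itself differ between the cell types, and the slide remains confounded with the Kupffer step.

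The median change of the other marker lists between TME and control was -0.81, 0.18 and 0.27 for 12 hepatocyte markers in endothelial, Ito and Kupffer cells, -0.02, 0.49 and 0.05 for 6 erythrocyte markers, -0.18, -0.54 and 0.06 for 7 endothelial markers, 0.71, -0.23 and 0.64 for 7 macrophage markers, and -0.56, 1.07 and 0.00 for 7 stellate cell markers. On arrays 1 to 3 alone, the median of the macrophage markers in Ito cells was 0.07 and that of the endothelial markers in Kupffer cells -0.31. The hepatocyte markers were read in all liver cell fractions, with median group levels from 10.22 in TME endothelial to 14.05 in TME Ito cells. The stellate cell markers, the list for Ito cells, had a median level of 5.72 in control Ito cells, below the 7.86 of control endothelial and the 6.00 of control Kupffer cells, and in TME cells 7.15, 8.02 and 6.98. Among them *Des* and *Col1a1* were higher in control endothelial than in control Ito cells, at 7.65 against 5.72 and 7.86 against 5.58. Only *Lrat*, well above background on 6 of the 24 liver cell channels, was highest in Ito among the control cells. The macrophage markers had a median level of 12.55 in control Ito and 12.95 in control Kupffer cells, against 10.61 in control endothelial cells, and the endothelial markers 12.59 in control endothelial, 11.14 in control Ito and 11.13 in control Kupffer cells. The levels of these lists do not set the Ito fractions apart as stellate cells, and the cell types are named here by the sample labels. No explanation was tested for these.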
